# Acupuncture Extended the Thrombolysis Window by Suppressing Blood–Brain Barrier Disruption and Regulating Autophagy–Apoptosis Balance after Ischemic Stroke

**DOI:** 10.3390/brainsci14040399

**Published:** 2024-04-19

**Authors:** Zhihui Zhang, Tianliang Lu, Shanshan Li, Ruyu Zhao, Honglei Li, Xinchang Zhang, Yiyang Li, Yawen Xia, Guangxia Ni

**Keywords:** acupuncture, rt-PA thrombolysis, ischemic stroke, blood–brain barrier, apoptosis

## Abstract

Background: Ischemic stroke (IS) is one of the leading causes of death and disability worldwide. The narrow therapeutic window (within 4.5 h) and severe hemorrhagic potential limits therapeutic efficacy of recombinant tissue type plasminogen activator (rt-PA) intravenous thrombolysis for patients. Xingnao Kaiqiao (XNKQ) acupuncture is an integral part of traditional Chinese medicine, specifically designed to address acute ischemic stroke by targeting key acupoints such as Shuigou (GV26) and Neiguan (PC6). In this study, we explored the therapeutic potential of XNKQ acupuncture in extending the time window for thrombolysis and interrogated the molecular mechanisms responsible for this effect. Methods: The effect of extending the thrombolysis window by acupuncture was evaluated via TTC staining, neuronal score evaluation, hemorrhagic transformation assay, and H&E staining. RNA sequencing (RNA-seq) technology was performed to identify the therapeutic targets and intervention mechanisms of acupuncture. Evans blue staining and transmission electron microscopy were used to assess blood–brain barrier (BBB) integrity. Immunofluorescence staining and co-immunoprecipitation were performed to evaluate the level of autophagy and apoptosis and validate their interactions with BBB endothelial cells. Results: Acupuncture alleviated infarction and neurological deficits and extended the thrombolysis window to 6 h. The RNA-seq revealed 16 potential therapeutic predictors for acupuncture intervention, which related to suppressing inflammation and restoring the function of BBB and blood vessels. Furthermore, acupuncture suppressed BBB leakage and preserved tight junction protein expression. The protective effect was associated with regulation of the autophagy–apoptosis balance in BBB endothelial cells. Acupuncture intervention dissociated the Beclin1/Bcl-2 complex, thereby promoting autophagy and reducing apoptosis. Conclusion: XNKQ acupuncture could serve as an adjunctive therapy for rt-PA thrombolysis, aiming to extend the therapeutic time window and mitigate ischemia–reperfusion injury. Acupuncture suppressed BBB disruption by regulating the autophagy–apoptosis balance, which in turn extended the therapeutic window of rt-PA in IS. These findings provide a rationale for further exploration of acupuncture as a complementary candidate co-administered with rt-PA.

## 1. Introduction

Ischemic stroke (IS) is a major cause of death and disability in China, accounting for 86.8% of strokes [1]. Ischemic stroke is characterized by a sudden reduction in cerebral blood flow, resulting in damage to brain cells [2]. Within 4.5 h of the onset of IS, the administration of recombinant tissue type plasminogen activator (rt-PA) through intravenous thrombolysis is widely regarded as the most effective treatment, as it helps restore neurological function and enhance prognosis [3]. However, due to the limited therapeutic time window and the occurrence of hemorrhagic transformation, only a minority of patients receive this treatment in time and fully benefit from it [4,5,6]. New therapies are urgently needed to reduce side effects and extend the thrombolysis window.

Blood–brain barrier (BBB) disruption is considered one of the pathophysiological characteristics of IS, which promotes the progression of vasogenic edema formation and hemorrhagic transformation [7]. Maintaining BBB integrity is instrumental in attenuating ischemia–reperfusion injury. The BBB is composed of brain microvascular endothelial cells (BMECs), astrocytes, pericytes, neurons, and the surrounding extracellular matrix of the vasculature [8]. As a unique metabolic and immune barrier, the BBB selectively regulates the transport of molecules, and protects the brain from potentially harmful substances and inflammatory factors in the blood. The vascular endothelium, which acts as the primary structural and functional component of the cerebral microvasculature, plays a crucial role in preserving its regular physiological function [9]. BMECs are the scaffolding of the BBB; the demise of BMECs compromises the BBB’s integrity. Apoptosis is the predominant form of cellular demise following stroke, mediating vascular damage and neuronal injury. When stroke occurs, ischemia-induced brain endothelial injury, coupled with endothelial inflammation and subsequent functional impairment, results in increased vascular permeability and BBB leakage, culminating in ischemic brain injury [10,11]. In addition, delayed treatment with rt-PA leads to hyperperfusion, resulting in extracellular matrix degradation and BMECs death, as well as further BBB disruption [12]. Therefore, identifying the mechanisms in restoring BBB integrity and comprehending the mediators in BMECs dysfunction may be an effective therapeutic method for the treatment of IS.

Acupuncture, as an important element of traditional Chinese medical technique, has been used for stroke treatment for centuries [13]. Xingnao Kaiqiao (XNKQ) acupuncture, developed by Professor Xuemin Shi, has shown promising results in the management of stroke, specifically in treating acute ischemic stroke [14]. Shuigou (GV26) and Neiguan (PC6) are the most significant acupoints of XNKQ acupuncture. GV26 was considered an important point to arouse the brain in emergency situations by ancient doctors, due to its ability to increase blood flow in the carotid artery and improve cerebral circulation. PC6 is the Luo connecting point of the pericardium channel, which improves the cardiac output of stroke patients and improves the supply of oxygen to the brain. Evidence-based medical research has confirmed that acupuncture improves the cerebral blood flow status in the ischemia area of brain and significantly relieves stroke symptoms [15,16,17]. In addition, acupuncture also has significant therapeutic effects in traumatic brain injury [13]. Recently, several clinical studies have found that XNKQ acupuncture can be used as an adjuvant therapy to enhance the efficacy of rt-PA thrombolysis within 4.5 h [14,18,19]. Simultaneous treatment with XNKQ acupuncture and rt-PA improve the safety of thrombolytic therapy, reducing the risk of hemorrhagic transformation caused by rt-PA administration. The available evidence indicates that XNKQ acupuncture has the potential to reduce complications of thrombolytic therapy. However, no study to date has explored the therapeutic potential of acupuncture in extending the time window for rt-PA thrombolysis, and the mechanism behind this process has also yet to be elucidated.

RNA sequencing (RNA-seq) is a pivotal genomic technique characterized by high throughput and ease of quantification. It enables detailed analysis of gene expression, which is crucial for understanding cellular processes and disease mechanisms [20]. This advanced technique allows researchers to meticulously analyze and quantify gene expression changes that occur during the ischemia and reperfusion phase, pinpointing the critical targets that contribute to the disease’s pathogenesis [21]. By identifying these indicators, RNA-seq not only aids in unraveling the molecular underpinnings of ischemia–reperfusion injury, but also opens avenues for the development of targeted therapies, potentially revolutionizing personalized treatment approaches to mitigate the impact of this prevalent clinical challenge [22].

In this study, we confirmed the role of XNKQ acupuncture on the thrombolysis time window extension and ischemia–reperfusion injury alleviation. Based on RNA-seq technology, we characterized gene expression profiles to identify the therapeutic targets and intervention mechanisms of acupuncture after delayed rt-PA thrombolysis. More importantly, we figured out the underlying mechanism of acupuncture on BBB integrity through assessing the effect on apoptosis and autophagy.

## 2. Materials and Methods

### 2.1. Animals

Adult male Sprague Dawley (SD) rats weighing 320 ± 20 g at SPF level were supplied by Beijing Weitonglihua Animal Co., Ltd. (Beijing, China; license no. SCXK (Jing): 2021-0011.) Every rat was kept in a room with controlled temperature and humidity, following a 12 h light/dark cycle. The Institutional Animal Care and Use Committee of Nanjing University of Chinese Medicine (202309A048) granted approval for the animal experiments conducted in this study, which adhered strictly to the guidelines set by the National Institutes of Health Animal Care and Use Committee.

### 2.2. Animal Grouping

The rats were divided into different groups, including Sham, Model, rt-PA, and rt-PA+Acu using a random method. In addition, rats in the rt-PA and rt-PA+Acu groups were further divided into three subgroups according to the time of administration of rt-PA intravenous thrombolysis (4.5 h, 6 h, 7.5 h). Specifically, the Model group represents the ischemic stroke condition without receiving either thrombolytic therapy with rt-PA or acupuncture, which is essential for establishing a baseline of the disease state. In addition, the Sham group was designed to eliminate the influence of non-pathological factors from the surgical procedure and was not subject to injection of a thromboembolus into the middle cerebral artery after the carotid artery dissection.

### 2.3. The Embolic Stroke Model Establishment

According to the protocol described by Zhang et al., a blood clot was inserted into the middle cerebral artery (MCA) to induce an embolic stroke model [23]. Firstly, to prepare the embolus, the donor rat’s external carotid artery (ECA) was catheterized, and blood was collected in PE-50 tubing from aorta ventralis. After clotting for 2 h at 37 °C and refrigerating for 22 h, a clot-filled segment of the tube was transferred to a PE-10 tube for aspiration and rinsing of the clot to remove red blood cells. Then, a modified PE-50 catheter connected to a syringe was used to inject the clot into the MCA. Next, anesthetized rats were fixed and then subjected to skin disinfection. After the cervical blood vessels were exposed, ligation and temporary clamping were applied to the ECA, while a partial arteriotomy was performed. The modified PE-50 tube containing the blood clot was introduced into the ECA and progressed towards the ICA until it reached the origin of the MCA. Following a minor withdrawal, the clot was gradually infused with saline solution. The catheter was removed after 5 min. The model’s success was confirmed based on cerebral blood flow obstruction. The laser speckle imaging system (RWD, Shenzhen, China) was utilized to monitor cerebral blood flow, and the presence of successful obstruction was determined via a significant reduction in perfusion (Figure S1A,B).

### 2.4. Acupuncture Treatment

After the model was established, rats in the acupuncture group were treated with acupuncture at the Shuigou (GV26) and bilateral Neiguan (PC6) acupoints at 2 h post model establishment. For the acupuncture, we used stainless steel disposable acupuncture needles, sized 0.3 mm × 13 mm. Acupoints were identified using the acupoint map of experimental animals issued by the Chinese Acupuncture Society (Figure 1).

The location of PC6 was about 3 mm proximal to the palm crease, positioned above the median nerve. Bilateral PC6 points were stimulated by inserting 3 mm vertically and applying a reducing technique with light insertion and heavy lifting, combined with twirling motions (anticlockwise with the left hand and clockwise with the right, amplitude under 90 degrees, and a frequency of 120–160 twists per minute) for 1 min. The GV26 acupoint was located at the junction of the upper 1/3 and middle 1/3 of the upper lip. After given acupuncture at PC6, the GV26 acupoint was punctured obliquely to a depth of 2–3 mm and treated with sparrow-pecking needling until the eye became wet (about 1 min). The needles were retained, and the whole treatment duration of acupuncture was 30 min.

### 2.5. rt-PA Thrombolysis Treatment

Rats in the rt-PA and rt-PA+Acu groups were injected with 10 mg/kg rt-PA through the tail vein at the indicated times after model establishment.

### 2.6. Behavioral Testing

After surgery for 24 h, neurological function was scored using the modified Berderson et al. clinical scale: 0, no apparent neurological deficit; 1, contralateral forelimb flexion; 2, decreased grip of the contralateral forelimb while tail pulled; 3, spontaneous movement in all directions and contralateral circling only if pulled by tail; 4, spontaneous contralateral circling [24]. The Corner test was used to evaluate limb coordination function. This test needs a special device formed by two plates at a 30° angle. When the rat reaches the corner, the whiskers are stimulated by the borders on both sides, leading the rat to turn left or right. Healthy rats typically show approximately equal numbers of left and right turns, but rats with unilateral cerebral ischemic injury preferentially turn towards the affected side. The test was conducted 24 h after modeling, repeated ten times with a 30-s interval each time, and the final record was the ratio of pathological turns to the total number of turns.

### 2.7. Measurement of Infarct Volume

The brain tissues were rapidly extracted from the anesthetized rats 24 h after successful modelling and cut into 2 mm sections using brain matrices (RWD, Shenzhen, China). Subsequently, the brain slices were placed in a 2% TTC solution (Sigma-Aldrich, St. Louis, MO, USA) at 37 °C for 15 min and then fixed in 4% formaldehyde solution for a period of 24 h. Finally, the scanned images of the brain slices were analyzed using ImageJ software (version 1.5.4). The regions of brain tissues that were not stained were identified as the areas affected by infarction. These areas can be calculated using the following formula: infarcted brain volume (%) = (total brain volume − stained brain volume)/total brain volume × 100%.

### 2.8. Measurement of Hemorrhagic Transformation

Hemorrhagic transformation was assessed by measuring the levels of hemoglobin in the ischemic hemisphere using a spectrophotometric assay as previously described [25]. Rats were sacrificed via transcranial perfusion 24 h after the onset of ischemia, and the tissue of the ischemic hemisphere was dissected and separated. Brain tissues were homogenized with 2 mL PBS. The homogenate was then centrifuged at 13,000 rpm for 30 min, and the supernatants were collected. Finally, hemoglobin levels were measured using a hemoglobin assay kit (QuantiChrom^TM^, Holland, OH, USA). A microplate reader was used to measure the optical density value.

### 2.9. Hematoxylin and Eosin Staining

Following a 24-h period of cerebral infarction, anesthetized rats underwent transcardial perfusion by using pre-chilled saline and 4% paraformaldehyde. The brain tissues were rapidly removed and then fixed in a 10% formalin solution for 24–48 h. After dehydration of the brain tissues, they were embedded in paraffin. The paraffin tissues were sectioned into 6-μm thick slices using microtomy, placed on glass slides, and dried at 80 °C for 2 h. The deparaffinized sections underwent staining [26]. After the process of staining, the tissue sections were mounted with yellow-colored pinene resins and observed for histological changes in brain tissue under a light microscope (Olympus, Tokyo, Japan) at 100× and 400× magnifications.

### 2.10. TUNEL Staining

Brain tissue sections were treated using the TUNEL staining kit (Elabscience, Wuhan, China) to label DNA fragments with fluorescein-dUTP and detect the number of apoptotic neurons. Cell nuclei were stained in blue, while positive nuclei were stained in green. Randomly selecting 5 fields of view under a fluorescence microscope, the number of positively labeled nuclei was manually counted to determine the number of positive nuclei. The percentage of apoptotic cells was calculated as the ratio of TUNEL-positive cells to the total cell count.

### 2.11. Measurement of Blood–Brain Barrier Permeability

To examine Blood–Brain Barrier (BBB) permeability following embolic stroke, stroked rats were injected with 2% Evans blue (EB) dye (Sigma-Aldrich, St. Louis, MO, USA) at a dose of 0.4 mL/100 g via the tail vein 2 h before sacrifice. After anesthesia, the rats underwent myocardial perfusion with cooled saline. Brain tissues were rapidly removed and then separated into hemispheres. The right hemisphere was weighed and homogenized in 500 μL of formamide per 100 mg tissue. The homogenate was then incubated in a water bath at 60 °C for 24 h, followed by centrifugation at 10,000× *g* for 20 min at 4 °C. The absorbance of EB in the supernatant was measured at 620 nm using a spectrophotometer. The content of EB (μg/g) was calculated using the formula: EB concentration (μg/mL) × volume of formamide (mL)/mass of brain tissue (g). This method was based on the content of EB in brain tissue to observe the changes in BBB permeability.

BBB permeability was also assessed using frozen sections. After cardiac perfusion, fixation and dehydration, brain tissues were embedded in OCT and then sliced in 25 μm frozen sections. The expression of EB fluorescence in the coronal brain sections was visualized using a fluorescence microscope (Leica Thunder, Wetzlar, Germany).

### 2.12. Library Preparation, RNA Sequencing and Bioinformatic Analysis

Total RNA was isolated and purified using a TRIzol reagent (Invitrogen, Waltham, MA, USA). The Bioanalyzer 2100 (Agilent, Waldbronn, Germany) was used to evaluate the RNA integrity, ensuring a RIN number higher than 7.0. We conducted paired-end sequencing (PE150) using an Illumina Novaseq TM 6000 (Illumina, San Diego, CA, USA). Following the demultiplexing process, the reads were aligned to the rat reference genome (mRatBN7.2) using the STAR alignment tool (version 2.7.10). Salmon (version 1.9.0) was used to count uniquely mapped read pairs using the Ensembl rat gene annotation to create a raw read count table.

The R package DESeq2 (version 1.36) [27] was utilized to conduct differential expression analyses on count data. Differentially expressed genes were determined by setting the threshold at |log2FC| > 1 and adjusted *p* < 0.05. We utilized the clusterProfiler package (version 3.14) to perform over-representation analysis in order to identify significant Gene Ontology (GO) Biological and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathways [28]. In addition, the plasma miRNAs expression data between ischemic stroke patients with or without rt-PA treatment (GSE95204) were also acquired for further identification of predictors of acupuncture treatment. The MiRDB database was used for thrombolytic-related miRNA target prediction [29].

### 2.13. Transmission Electron Microscopy

Rats that had been anesthetized were firstly perfused with PBS, followed by perfusion with 2.5% glutaraldehyde through the heart. The brain tissue was rapidly collected and sliced into 1 mm^3^ tissue blocks, then immersed in 2.5% glutaraldehyde solution at 4 °C overnight. After being washed with PBS three times, these tissue blocks were then fixed with 1% osmium tetroxide solution for 2 h and washed again with PBS three times. The tissues were dehydrated in gradient alcohol twice for 20 min each. After being treated with pure acetone for 20 min, the tissues were embedded and incubated at 70 °C overnight. Ultrathin sections of 80 nm thickness were cut using a Reichert ultramicrotome. Lastly, the tissue sections were stained with 3% uranyl acetate and lead citrate. TEM was used to determine the ultrastructural changes of BBB.

### 2.14. Western Blotting

Total proteins were extracted from the right cerebral cortex in the ischemic penumbra and quantitated using a BCA kit (Beyotime, Shanghai, China). Equal amounts of protein were separated with 8–12% SDS-PAGE gels and electrically transferred to PVDF membranes (Millipore, Burlington, MA, USA). The membranes were incubated with primary antibodies against Bcl-2 (1:1000, T40056, Abmart, Shanghai, China), Beclin1 (1:2000, ab207612, Abcam, Cambridge, UK), Bax (1:10,000, 50599-2-Ig, Proteintech, Wuhan, China), caspase3 (1:1000, T40044, Abmart, Shanghai, China), LC3B (1:2000, T40044, Abcam, Cambridge, UK), ZO-1(1:2000, 21773-1-AP, Proteintech, Wuhan, China), Occludin (1:10,000, 66378-1-Ig, Proteintech, Wuhan, China), β-actin (1:100,000, AC026, Abclonal, Wuhan, China), and GAPDH (1:10,000, 60004-1-Ig, Proteintech, Wuhan, China) at 4 °C overnight. They were then incubated in Peroxidase-Conjugated Goat Anti-Rabbit IgG(H+L) or Goat Anti-Mouse IgG(H+L) (Yeasen, Shanghai, China) diluted at 1:10,000 for 1 h at room temperature. After chemiluminescence detection had been performed using ECL reagents (Yeasen, Shanghai, China) and a Fusion Edge Multi-function Imaging System (Vilber, Collégien, France), the relative optical densities of the protein bands were analyzed using ImageJ software.

### 2.15. Co-Immunoprecipitation

Brain tissues were homogenized, and the centrifuged protein supernatants prepared for the co-immunoprecipitation assays. Protein A/G agarose (Beyotime, Shanghai, China) was firstly pre-washed with 1× PBS buffer, and then resuspended in the working solution containing antibodies against Beclin1 and Bcl-2. After being incubated for 15 min at room temperature, the mixture was placed on a magnetic rack to collect beads and antibodies. Next, the mixture of beads and antibodies was combined with the protein supernatants and left to rotate continuously at 4 °C overnight. This allowed the formation of the bead–antibody–antigen complex, which effectively absorbed the antigen. The complex of bead, antibody, and antigen was magnetically separated and subjected to five washes using 1× PBS buffer. Finally, the washed beads were resuspended in SDS-PAGE sample and used for protein immunoblot analysis.

### 2.16. Immunofluorescence Staining

Rats were anesthetized 24 h after surgery and perfused intracardially. Brains were fixed with 4% PFA and stored in 30% sucrose. After successful dehydration, the brain tissues were embedded in OCT compound for preservation. Serial coronal sections of 10–12 μm thickness were cut using a freezing cryostat (Leica, Wetzlar, Germany). After being washed three times with PBST, the sections were subsequently blocked with 0.3% Triton X-100 and 5% goat serum in PBS for 60 min at room temperature. After blocking, tissue sections were incubated overnight with the primary antibodies. The primary antibodies used were rabbit anti-ZO-1 (1:3000, 21773-1-AP, Proteintch, Wuhan, China), rabbit anti-Occludin (1:100, sc-133256, Santa Cruz, CA, USA), rabbit anti-LC3 (1:1000, ab192890, Abcam, Cambridge, UK), rabbit anti-Caspase3 (1:50, T40044, Abmart, Shanghai, China), and mouse anti-CD31 (1:100, MA1-80069, Invitrogen, Waltham, MA, USA). Afterwards, the sections were washed three times with PBST and then incubated with Alexa Fluor 647-conjugated goat anti-mouse secondary antibody (1:500, ab150115, Abcam, Cambridge, UK), as well as Alexa Fluo 488-conjugated goat anti-rabbit IgG antibody (1:500, ab150077, Abcam, Cambridge, UK). Finally, all sections were sealed with antifading mounting medium containing DAPI. Images were observed and analyzed using fluorescence microscopy (Leica Thunder, Wetzlar, Germany).

### 2.17. Statistical Analysis

The data were presented as the mean ± SD and were analyzed using GraphPad Prism software (version 8.0.1). The student’s *t*-test was used to assess disparities between two groups, whereas the one-way analysis of variance (ANOVA) was utilized to compare differences among three or more groups, followed by Tukey’s post-test involving multiple comparisons. Upon indication of unequal sample variances by the Brown–Forsythe test, the Brown–Forsythe ANOVA test was conducted, followed by the Games-Howell post-hoc test. Statistical significance was indicated when the value of *p* < 0.05.

## 3. Results

### 3.1. Acupuncture Extended the rt-PA Time Window to 6 h in the Embolic Stroke Model

Evidence from clinical and experimental studies indicates that spontaneous clot dissolution and vascular recanalization can be observed within 1 h of clot injection, whereas maximum neurological deficit scores can be recorded at 2 h after ischemia [30,31,32]. Therefore, we performed acupuncture at the timepoint of 2 h after embolic stroke model established. To explore whether acupuncture intervention in advance could extend the rt-PA time window, apart from 4.5 h thrombolytic time, we conducted intravenous injection of rt-PA at several points beyond the time window (6 h, 7.5 h) in ischemic stroke (Figure 2A). We first used TTC staining to determine the extent of cerebral infarction. Figure 2B,C suggest that, compared to the model or rt-PA group, acupuncture combined with thrombolysis treatment within 6 h significantly decreased the percentage of cerebral infarction volume. However, at 7.5 h, rt-PA application or combination with acupuncture was ineffective for cerebral infarction.

Then we evaluated the effect of acupuncture on neurological score using the modified Bederson scale and Corner test at 24 h after operation. The results of the Bederson scores indicated that acupuncture significantly reduced neurological deficits induced by rt-PA thrombolysis within 6 h of stroke (Figure 2D). Moreover, in the Corner test, we found a higher left-turn preference when beyond the time window after right-side cerebral infarction. In the 6 h rt-PA group, acupuncture decreased the percentage of leftward turns. However, there was no statistically significant difference between the 7.5 h rt-PA group and the 7.5 h rt-PA combined with acupuncture group (Figure 2E). Taken together, these findings indicate that acupuncture could enable thrombolysis to play its part outside the time window and prolong the time window to 6 h.

### 3.2. Acupuncture Reduced Hemorrhagic Transformation and Cerebral Edema Caused by Delayed Thrombolysis with rt-PA

We further determine the role of acupuncture on delayed rt-PA thrombolysis at 6 h after stroke. Firstly, images of brain tissue revealed that intracranial hemorrhage possibly occurred with the right hemisphere lesion in those who received rt-PA outside the time window, and it can be prevented by acupuncture (Figure 3A). We used a spectrophotometric assay to measure the levels of hemoglobin in the ischemic hemisphere to assess hemorrhagic transformation. As shown in Figure 3B, rt-PA thrombolysis upregulated the content of hemoglobin in the supernatant of brain tissue homogenate, while acupuncture remarkably reversed hemoglobin level. Moreover, results of H&E staining showed the location and amount of bleeding, which are labeled by arrows (Figure 3D). We also saw cell death and fragmentation, marked by asterisks in the model and rt-PA images, which indicated that acupuncture administration notably mitigated these forms of tissue damage associated with ischemia and reperfusion (Figure 3D). In addition, brain water content was increased in the model and rt-PA groups. However, early treatment with acupuncture can decrease the brain water content (Figure 3C).

### 3.3. Transcriptome Analysis Revealed Acupuncture Can Ameliorate the Disruption of Blood Brain Barrier Components Caused by Delayed Thrombolysis

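RNA from the cerebral cortex of 12 rats was sequenced, with 3 rats in each of 4 groups and 1 library per rat. Sham rats had the surgery without a clot, Model rats had an embolic stroke made by injecting a blood clot into the middle cerebral artery, rt-PA rats received 10 mg/kg rt-PA at 6 h, and rt-PA+Acu rats also received acupuncture at 2 h. The authors report RNA integrity numbers higher than 7.0 and paired-end reads of 150 bases, which were aligned with STAR 2.7.10 and counted on genes with Salmon 1.9.0. The deposited values are raw whole-number counts without normalization for 17268 gene symbols, of which 1373 had no count in any library. Total counts per library lay between 11678450 and 13616935, with a median of 12798109 in Sham, 11812352 in Model, 13387413 in rt-PA and 12497519 in rt-PA+Acu. Counts were normalized with edgeR's TMM method, and CPM are counts scaled by these normalized library sizes. Each pair of groups was fitted on its own 6 libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over the genes that pass edgeR's filterByExpr. Differentially expressed genes (DEGs) had an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds stated in the paper's methods. Where every library of a group held at most 3 counts of a gene, the fold change was computed against 3 counts and is given as a lower bound, which covers counting error only. The 10 genes with the most counts took 3.48% to 3.82% of the counts in the Sham libraries. The libraries also split on something other than their group. At 26 genes, chosen after their values were seen, Model replicate 3 lay with the Sham libraries while the other 8 injured libraries lay outside the Sham range by more than 1.5-fold, 24 of them above it and 2 below. The same count was 0 for Model replicates 1 and 2, 0 for rt-PA replicate 1, and 1 each for rt-PA replicates 2 and 3, while it was 67, 29 and 7 for rt-PA+Acu replicates 1, 2 and 3, a group whose libraries lay nearer to Sham than those of Model and rt-PA did. One of the 26 genes, Rpl39, had 142 counts in Model replicate 3, 105 to 151 in Sham and 488 to 990 in the other 8 libraries. No batch is named in the paper's text, so values without Model replicate 3 are given where the comparison allows it.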

To identify the mechanisms by which acupuncture extends the thrombolysis window, transcriptome sequencing was conducted on cortical tissue after ischemic stroke. The schematic presentation of animal grouping for sequencing is indicated in Figure 4A. 

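Principal components were computed from log2 CPM with a prior count of 2 over the 500 most variable of 13298 genes, for all 12 libraries. The first component (PC1) held 80.2% of the variance and the second (PC2) 4.7%. With all 13298 genes in place of 500, the share of PC1 was 65.5%. On PC1 the mean position was -44.5 ± 0.6 (SD, n = 3) in Sham, 34.5 ± 6.0 in Model, 36.8 ± 5.1 in rt-PA and -26.8 ± 13.4 in rt-PA+Acu. PC2 placed Sham at 9.7 ± 2.4, Model at 1.2 ± 4.6, rt-PA at 2.5 ± 2.0 and rt-PA+Acu at -13.4 ± 4.8. The rt-PA+Acu libraries lay apart from the Sham libraries on both components, each with p = 0.1 in an exact two-sided permutation test, the smallest p that 3 libraries against 3 allow. Model and rt-PA libraries overlapped on both components, each with p = 0.7 in the same exact permutation test. Within rt-PA+Acu, replicate 3 lay at -11.4 on PC1 and replicates 1 and 2 at -35.5 and -33.5.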

Principal component analysis revealed distinct gene expression clusters for each group. The sample distributions of the model and rt-PA thrombolysis group were clearly distinguished from the sham group, while a similarity between the sample of simultaneous administration of XNKQ acupuncture group and the sham group was observed (Figure 4B), in line with the transcriptome similarity (Figure 4C). 

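Fig. 4C names its libraries by other numbers than the deposited replicate numbers and no key between the 2 is given, so whether its numbers stand for batches was not examined. The Spearman correlation between libraries was computed over the 500 most variable genes, with genes as the points, which are not independent replicates. Its median over 9 pairs of libraries was 0.848 between rt-PA+Acu and Sham (SD 0.080 between pairs), 0.397 between rt-PA+Acu and Model and 0.362 between rt-PA+Acu and rt-PA. Between Sham and Model the median was 0.151, and between Model and rt-PA it was 0.871. Within groups the medians over 3 pairs were 0.907 in Sham, 0.888 in Model, 0.896 in rt-PA and 0.848 in rt-PA+Acu. Over all genes that pass the filter, the median between rt-PA+Acu and Sham was 0.981 and that between rt-PA+Acu and rt-PA was 0.932. Each library was also placed on the line from Sham (position 0) to Model (position 1) over the Model vs Sham DEGs, with Sham and Model libraries left out of their own line. Mean positions were 0.017 ± 0.001 (SD, n = 3) in Sham, 0.982 ± 0.151 in Model, 0.960 ± 0.054 in rt-PA and 0.256 ± 0.160 in rt-PA+Acu. The rt-PA+Acu mean was -0.705 relative to rt-PA (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow) and lay above the Sham mean with no overlap of libraries. Leaving out rt-PA+Acu replicate 3, which lay at 0.439, gave -0.796. With Model replicate 3 as the only Model library, a choice made after seeing the data, the difference was -0.768. Across 12753 genes tested in both comparisons, the log2 fold changes of Model vs Sham and of rt-PA+Acu vs rt-PA, which share no library, had a Pearson correlation of -0.834 and a Spearman correlation of -0.811. With Model replicate 3 as the only Model library, the Pearson correlation was -0.821.

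**Figure D1:**
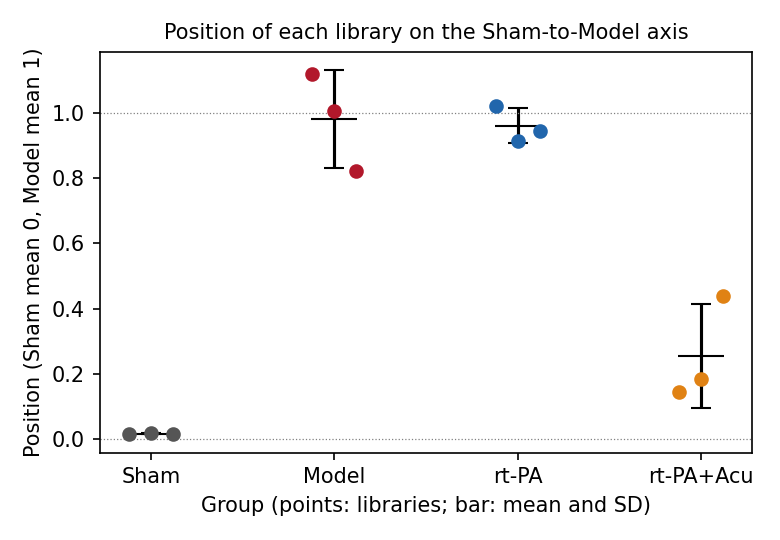
Position of each of the 12 libraries on the line from the Sham mean (0) to the Model mean (1), by group; points are libraries and bars give the group mean and SD. The rt-PA+Acu libraries lie at 0.144, 0.184 and 0.439, above the Sham libraries and below the rt-PA libraries, which lie between 0.915 and 1.02.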

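Of the 500 genes with the highest variance, 336 were higher and 164 lower in Model than in Sham, and 419 were DEGs of Model vs Sham. The rt-PA vs Model comparison had 0 DEGs among them, and rt-PA+Acu vs rt-PA had 378. The change from rt-PA to rt-PA+Acu had the opposite sign to the change from Sham to Model in 482 of the 500 genes. Their median absolute log2 change was 3.20 between Model and Sham, 0.46 between rt-PA and Model and 2.62 between rt-PA+Acu and rt-PA. Against Sham, the rt-PA+Acu libraries kept a median absolute log2 difference of 0.86, and 56 of the 500 genes were DEGs of rt-PA+Acu vs Sham.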

We found that the tissue underwent lasting changes at the transcriptional level (Figure 4D). Differential expression analysis was performed to identify genes with significant expression changes. 

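In Model vs Sham, 2765 of 12884 genes tested were DEGs, 1215 higher and 1550 lower in Model, and the smallest adjusted p was 3.29e-06. All 3 libraries of one group lay above all 3 of the other at 63.5% of the genes tested, against 10% by chance. In rt-PA vs Model, 0 of 12941 genes were DEGs and the smallest adjusted p was 0.0847. At an unadjusted p under 0.05 and the same fold change, 241 genes passed in that comparison, 187 higher and 54 lower in rt-PA, and the groups lay apart at 15.9% of the genes. In rt-PA+Acu vs rt-PA, 1993 of 12999 genes were DEGs, 932 higher and 1061 lower in rt-PA+Acu, with the groups apart at 51.1% of the genes. Of the Model vs Sham DEGs, 1449 were also DEGs of rt-PA+Acu vs rt-PA, and 1447 of these changed in the opposite direction. Without a fold change threshold, 6951 genes passed in Model vs Sham, 0 in rt-PA vs Model and 4522 in rt-PA+Acu vs rt-PA. With DESeq2's Wald test and adjusted p in place of edgeR, rt-PA vs Model had 72 DEGs. Without Model replicate 3, rt-PA vs Model had 3 DEGs and Model vs Sham 3133. All rt-PA and rt-PA+Acu libraries lie on the same side of the split between the libraries, and Model vs Sham has 1 Model library on the side of Sham, too few for a test within that side. A fit over all 12 libraries with a term for that split, chosen after seeing the data, gave 1894, 17 and 2189 DEGs in the 3 comparisons. In counts simulated with the dispersions of each comparison, 89% to 93% of 200 genes given a 4-fold change were called. Each gene was drawn on its own and no smaller change was simulated. That share therefore does not tell how many changes near the fold change threshold were missed in rt-PA vs Model. Genes with a fitted change over 4-fold also went uncalled there, such as Ccr2 (log2 fold change 2.52, adjusted p = 0.326 from edgeR).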

A total of 2898, 274, and 2206 DEGs were identified in the model, rt-PA thrombolysis, and acupuncture groups, respectively (Figures S2–S4, Table S1). We focused on the intersection of these DEGs, where potential targets of acupuncture intervention for extending the thrombolysis window may be identified. As a result, a total of 63 genes were identified in inter-group comparisons (Figure 4E). 

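All 63 genes of Fig. 4E are in the count table. In Model vs Sham, 53 of them passed the filter and 52 were DEGs over all genes tested, against 53 adjusted over the list alone. In rt-PA vs Model, 60 passed the filter and 0 were DEGs over all genes tested, with adjusted p values from 0.094 to 0.547, against 57 adjusted over the list alone. The list was chosen on these libraries, so the counts over the list alone are not independent evidence. At an unadjusted p under 0.05, 58 of the 60 changed more than 2-fold in rt-PA vs Model. In rt-PA+Acu vs rt-PA, all 63 were tested and 56 were DEGs. No gene was a DEG in all 3 comparisons at the adjusted p, and 47 genes were when the p of rt-PA vs Model was left unadjusted, 42 of them among the 63. With DESeq2 in place of edgeR, 26 genes were DEGs in all 3 comparisons, all among the 63. The median log2 fold change of the tested genes was 2.08 in Model vs Sham, 1.19 in rt-PA vs Model and -2.29 in rt-PA+Acu vs rt-PA, with the same medians when genes at the floor were set to their bound. The largest pattern, with 28 genes, was higher in Model than in Sham, higher again in rt-PA and lower in rt-PA+Acu. Another 11 genes were higher in Model, lower in rt-PA and lower again in rt-PA+Acu, and 10 that were not tested in Model vs Sham were higher in rt-PA and lower in rt-PA+Acu. The other patterns were lower, higher and higher in 6 genes, lower, lower and higher in 3, and lower, higher and lower in 2, and 3 genes not tested in rt-PA vs Model were lower in Model and higher in rt-PA+Acu.

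**Figure D2:**
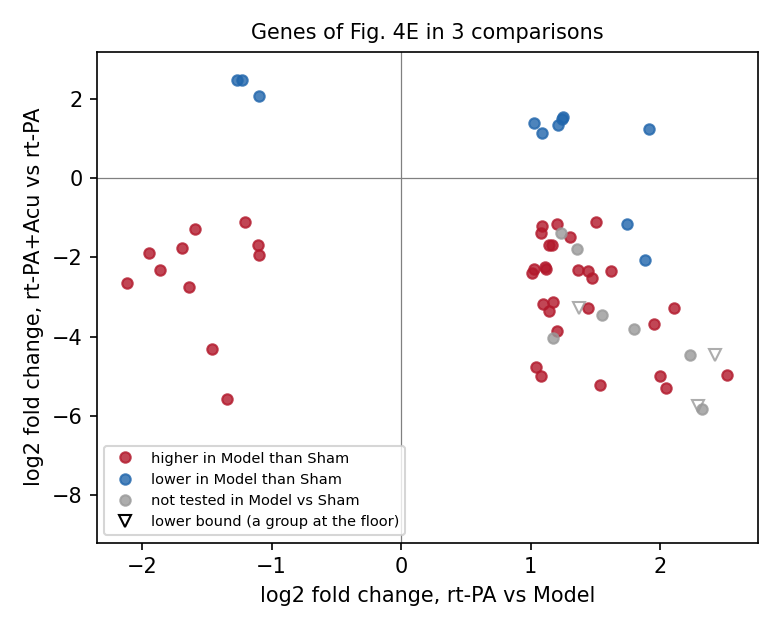
Log2 fold change in rt-PA vs Model (horizontal axis) against rt-PA+Acu vs rt-PA (vertical axis) for the 60 genes of Fig. 4E tested in both, coloured by their direction in Model vs Sham; open triangles are lower bounds for genes with a group at the floor. Of all 63 genes, 51 lie below 0 in rt-PA+Acu vs rt-PA, and 46 of the 60 are above 0 in rt-PA vs Model.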

To explore the biological functions of these targets, we performed functional enrichment analysis. 

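The paper lists the genes behind each enriched term in Table S2, and the values given here are those of these genes in the count table. They are part of the 63 genes of Fig. 4E, which were chosen on these libraries for changing in all 3 comparisons. High counts of DEGs among them are therefore not independent evidence for a term. Of the 15 genes of leukocyte migration, 13 were tested in Model vs Sham, all 13 were DEGs and 12 were higher in Model. Of these 15 genes, 14 were higher in rt-PA than in Model with a median log2 fold change of 1.62, 14 passed an unadjusted p under 0.05 and 0 passed at the adjusted p. All 15 were lower in rt-PA+Acu than in rt-PA, 14 as DEGs, with a median of -3.69. The 7 genes of regulation of inflammatory response were all lower in rt-PA+Acu than in rt-PA and all DEGs, with a median of -4.45. Among the 11 genes of wound healing, 10 were DEGs of rt-PA+Acu vs rt-PA, with 8 lower and 3 higher and a median of -2.33. Regulation of angiogenesis had 4 genes, Il1b, Itgb3, Ccr2 and Cxcr2, all higher in Model than in Sham and all lower in rt-PA+Acu than in rt-PA. Of these, Cxcr2 stood at 0.528 ± 0.381 CPM (SD, n = 3) in Sham, 1.92 ± 0.70 in Model, 7.86 ± 5.94 in rt-PA and 0.185 ± 0.107 in rt-PA+Acu. From rt-PA to rt-PA+Acu it changed by a log2 of -5.30 (standard error 0.74), with an adjusted p of 0.00298 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 7 genes of extracellular matrix organization had 6 DEGs in rt-PA+Acu vs rt-PA, with 5 genes lower and 2 higher. Anxa1, a gene of both the wound healing and the inflammatory terms, rose by a log2 of 1.62 (standard error 0.25) in rt-PA vs Model, with an unadjusted p of 0.000237 and an adjusted p of 0.162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and between 1.96e-06 (with DESeq2) and 0.473 over the alternatives. It changed by -2.33 (standard error 0.24, adjusted p = 0.00123) in rt-PA+Acu vs rt-PA.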

The results showed that biological processes, including inflammatory response, wound healing, and angiogenesis, are involved in the mechanisms by which acupuncture alleviates ischemia reperfusion injury in delayed thrombolysis (Figure 4F,G, Table S2). Extracellular matrix (ECM) production and vascular stability are important in maintaining the integrity of BBB, which suggested that the BBB could be a key target for acupuncture intervention [33]. The results are consistent with the theory reported previously that BBB dysfunction is an intrinsic driving factor for stroke incidence [34]. Additionally, it was observed that autophagy and apoptosis were both enriched, presenting an interesting phenomenon that will be described in later sections (Figure 4G). 

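The apoptosis pathway of Fig. 4G rests on 4 genes in Table S2, which are Sele, Itgal, Il1b and Selp. Sele, which encodes the adhesion molecule E-selectin, stood at 0.594 ± 0.103 CPM (SD, n = 3) in Sham, 9.89 ± 3.89 in Model, 39.3 ± 14.2 in rt-PA and 1.20 ± 1.04 in rt-PA+Acu. Its log2 fold change was 4.04 (standard error 0.42) in Model vs Sham, with an adjusted p of 0.000138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From Model to rt-PA it was 2.00 (standard error 0.37), with an adjusted p of 0.245 from the same test and between 1.49e-05 (with DESeq2) and 0.598 over the alternatives tried. From rt-PA to rt-PA+Acu it was -4.98 (standard error 0.54, adjusted p = 0.00139), between -6.01 and -4.64 over the alternatives tried. Il1b, the gene of interleukin 1 beta, had a log2 fold change of 4.40 (standard error 1.06, adjusted p = 0.00817) in Model vs Sham. Its Sham counts were 6, 0 and 0, and this value lay between 3.80 and 8.48 over the alternatives. Il1b changed by 1.54 (standard error 0.65, adjusted p = 0.50) in rt-PA vs Model, where the libraries overlapped. It fell by 5.21 on the log2 scale (adjusted p = 0.00163) in rt-PA+Acu vs rt-PA. Selp was not tested in Model vs Sham, and its log2 fold change was 2.32 in rt-PA vs Model (adjusted p = 0.386) and -5.82 in rt-PA+Acu vs rt-PA (adjusted p = 0.00346). Itgal changed least, by -1.16 (standard error 0.28, adjusted p = 0.0174) in rt-PA+Acu vs rt-PA, and was no longer a DEG in 3 of the 6 fits that each left out 1 library, with -0.95 without rt-PA replicate 1. All 4 genes were lower in each rt-PA+Acu library than in each rt-PA library.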

To sum up, transcriptome sequencing revealed that acupuncture ameliorated the disruption of blood brain barrier components caused by delayed thrombolysis.

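A list of endothelial marker genes had 5 of its 10 genes in the comparisons. Its median log2 fold change was 0.62 in Model vs Sham, with 4 genes higher and 1 lower, and 0.35 in rt-PA vs Model, with 4 higher and 1 lower. Without Model replicate 3 these medians were -0.05 and 0.88, and without Model replicate 1 the second of them was 0.05. In rt-PA+Acu vs rt-PA the median was -1.61 and all 5 genes were lower, 4 of them as DEGs, and the median lay between -1.74 and -1.33 in the 6 fits that each left out 1 library. The adjusted p of this list from limma's fry test over 15 lists was 0.0811 in Model vs Sham, 0.692 in rt-PA vs Model and 0.0049 in rt-PA+Acu vs rt-PA. With camera and a preset correlation of 0.01, the adjusted p in rt-PA+Acu vs rt-PA was 1.03e-07. The genes of Table S2 come from a list chosen on these libraries, so counts of DEGs among them are not independent evidence. The 5 genes of ECM-receptor interaction in Table S2 were all DEGs of rt-PA+Acu vs rt-PA. Of these, Tnc, the gene of tenascin C, stood at 14.3 ± 7.2 CPM (SD, n = 3) in Sham, 86.8 ± 38.3 in Model, 185 ± 1.09 in rt-PA and 20.3 ± 9.8 in rt-PA+Acu. The log2 fold change was 2.60 (standard error 0.43, adjusted p = 0.00124) in Model vs Sham and 1.10 (standard error 0.28, adjusted p = 0.334) in rt-PA vs Model, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With acupuncture added to rt-PA it was -3.18 (standard error 0.31, adjusted p = 0.00118). Itga11, an integrin gene, changed in the opposite direction to Tnc. It was at least 19.7-fold lower in Model than in Sham, and its log2 fold change in rt-PA+Acu vs rt-PA was 3.26 (standard error 0.63, adjusted p = 0.00838). Of the 5 genes, Itgb3 and Spp1 were not DEGs of rt-PA+Acu vs rt-PA under some alternatives, with adjusted p values up to 0.103 and 0.0707. From the enrichment of inflammatory, wound healing, angiogenesis and extracellular matrix terms among the genes shared by the 3 comparisons, and from the part that matrix production and vascular stability play in barrier integrity, the paper reasons that the blood-brain barrier may be a key target and concludes that acupuncture ameliorated the disruption of its components by delayed thrombolysis.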

To further identify predictors of acupuncture treatment, we accessed a public dataset that includes plasma miRNA sequencing data from ischemic stroke patients, distinguishing between those who received thrombolysis treatment and those who did not. We identified 28 differentially expressed micro-RNAs (DE-miRNAs) between patients (Figure 5A). Based on miRDB databases, we then sought potential target genes for the DE-miRNAs. By intersecting these targets with the acupuncture therapeutic targets identified in this study, we discovered a set of 16 predictors that are conserved across species (Figure 5B). 

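The 16 genes of Fig. 5B are part of the 63 and were looked up in the cortex libraries. In Model vs Sham, 14 were tested and all 14 were DEGs, 9 higher and 5 lower in Model. The rt-PA vs Model comparison tested 15, of which 0 were DEGs, with adjusted p values from 0.267 to 0.502. Adjusted over the list alone, all 15 passed, which is not independent evidence because the 63 genes were chosen on these libraries. All 16 were tested in rt-PA+Acu vs rt-PA and 15 were DEGs, 11 lower and 5 higher in rt-PA+Acu, with a median log2 fold change of -2.14. Compared with Sham, 12 of the 16 were tested in rt-PA+Acu and 0 were DEGs, and 1 passed an unadjusted p under 0.05.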

The DE-miRNAs-target network displayed cooperative interactions between microRNAs, predictors, and the Bcl-2 family genes (Figure 5C,D). This intriguing finding suggests a potential overlap in the molecular mechanisms of thrombolysis treatment. In summary, we preliminarily revealed some potential predictors of acupuncture treatment, which could be pivotal for understanding the translatability of our findings from bench to bedside.

### 3.4. Acupuncture Suppressed Blood–Brain Barrier Leakage Induced by Delayed rt-PA Thrombolysis

The occurrence of rt-PA thrombolysis complications is mainly related to the disruption of the BBB [35]. First, we evaluated BBB permeability by means of EB extravasation. Panoramic scanning of coronal brain slices showed that the red fluorescence signal of EB was remarkably aggregated in the cerebral cortex in stroke rats and that the fluorescence intensity was different between groups. The model group had increased fluorescence intensity and area, while delayed rt-PA administration induced a larger area of EB exudation out of the BBB. However, this alteration can be reversed in part by acupuncture (Figure 6A). At the same time, acupuncture significantly down-regulated a high amount of EB dye extravasation in brain tissue induced by delayed rt-PA thrombolysis and protected BBB integrity (Figure 6B). We further observed the structural changes of the BBB following cerebral infarction and thrombolysis under transmission electron microscopy. Images showed that the structure of tight junctions between microvascular endothelial cells were disrupted and gap clefts were seen in the model and rt-PA groups (Figure 6C), which ultimately lead to BBB leakage. However, this phenomenon was reversed by acupuncture enhancing tight junctions and reducing gaps between endothelial cells.

### 3.5. Acupuncture Restored the Down-Regulation Expression of Tight Junction Proteins

We further detected the expression of tight junction (TJ) proteins on vascular endothelial cells in order to verify the effect of acupuncture on BBB integrity. Transcriptome analysis revealed that acupuncture reversed the down-regulation of TJ genes (Figure 7A). 

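Of the 12 tight junction genes of Fig. 7A, 7 passed the filter in Model vs Sham and in rt-PA vs Model and 8 in rt-PA+Acu vs rt-PA. Cldn7 and Cldn8 had at most 3 counts in every library of the 4 groups, so no fold change can be given for them at this depth. The set had a median log2 fold change of -0.42 in Model vs Sham, with 3 genes higher and 4 lower (limma's fry, p = 0.0923; in an exact permutation over the 10 splits of the 6 libraries, 1 split gave a p as small, the fewest possible). That p depends on the libraries and the filter, since leaving out 1 library gave fry p values from 0.00226 (without Sham replicate 1) to 0.118 (without Sham replicate 2), under 0.05 in 5 of 6 fits, and keeping every gene with at least 1 count gave 0.00511. With camera it was 0.803. Between Model and rt-PA the median was 0.12, with 5 genes higher and 2 lower (fry, p = 0.0719; 2 of 10 splits in the exact permutation), with a p of 0.00867 without rt-PA replicate 1 and of 0.212 to 0.43 when any other library was left out. Between rt-PA and rt-PA+Acu it was 0.27, with 6 higher and 2 lower (fry, p = 0.0395; 1 of 10 splits in the exact permutation), and camera in place of fry gave a p of 0.324. Leaving out any 1 library except rt-PA+Acu replicate 2 raised the fry p of that comparison above 0.05, up to 0.137 without rt-PA replicate 2. The DEGs among the genes were Cldn4 and Cldn10 in both Model vs Sham and rt-PA+Acu vs rt-PA. Cldn10 stood at 39.1 ± 8.6 CPM (SD, n = 3) in Sham, 3.04 ± 2.96 in Model, 2.80 ± 0.55 in rt-PA and 18.0 ± 7.4 in rt-PA+Acu. Its log2 fold change was -3.69 (standard error 0.53, adjusted p = 0.000671 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in Model vs Sham and 2.68 (standard error 0.35, adjusted p = 0.0025) in rt-PA+Acu vs rt-PA. Between Model and rt-PA it was -0.11, and 1.06 without Model replicate 3. Cldn4 had 0 counts in the Sham libraries and was at least 13.6-fold higher in Model, and it was at least 12.1-fold lower in rt-PA+Acu than in rt-PA. Cldn12 changed by -0.42 (standard error 0.09, adjusted p = 0.00488) in Model vs Sham and by 0.49 (standard error 0.11, adjusted p = 0.0152) in rt-PA+Acu vs rt-PA, both within 2-fold. Tjp1, the gene of ZO-1, stood at 256 ± 11.2 CPM in Sham, 265 ± 14.8 in Model, 288 ± 26.1 in rt-PA and 282 ± 28.3 in rt-PA+Acu, with log2 fold changes of 0.06, 0.12 and -0.03 and adjusted p values of 0.583, 0.747 and 0.875 in the 3 comparisons. The last of these changed sign when rt-PA replicate 1 or rt-PA+Acu replicate 2 was left out. Ocln and Cldn5 were not analysed here.

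**Figure D3:**
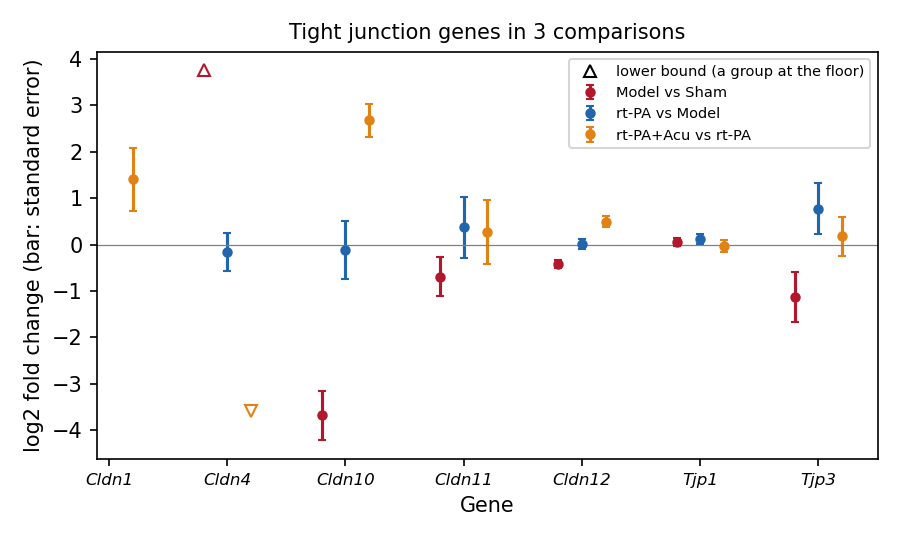
Log2 fold change, with its standard error, of 7 tight junction genes in those of their comparisons where they were tested, Model vs Sham, rt-PA vs Model and rt-PA+Acu vs rt-PA. Cldn10 falls in Model vs Sham and rises in rt-PA+Acu vs rt-PA, Cldn4 does the reverse and is drawn at its lower bounds as open triangles, and Tjp1 stays near 0.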

Consistently, immunofluorescence staining and Western blot indicated that tight junctions including ZO-1 (Figure 7B,C) and Occludin (Figure 7D,E) were significantly down-regulated in the ischemic model. Delayed rt-PA thrombolysis further decreased the expression of ZO-1 and Occludin, while acupuncture significantly reversed the expression of these proteins.

### 3.6. Acupuncture Suppressed BMECs Apoptosis after Delayed rt-PA Thrombolysis

As the primary component of the blood–brain barrier, the survival of brain microvessel endothelial cells (BMECs) plays a critical role in maintaining the structural integrity of the BBB. It has been shown that apoptosis of BMECs, as the main form of cell death after stroke, thus leads to BBB damage [36]. To verify the occurrence of apoptosis, we first used TUNEL staining to detect apoptosis. There was a high percentage of TUNEL-positive cells in the Model and rt-PA groups, while acupuncture remarkably decreased the number of TUNEL-positive cells (Figure 8A,B).

To further confirm the effects of acupuncture on apoptosis, we then detected the protein expression level of several apoptosis markers, including Bax, Bcl-2, and Caspase-3. Expression of Caspase-3, a key executioner of apoptosis, was measured in the rat cerebral cortex. Compared to the model or rt-PA groups, acupuncture significantly decreased the protein level of Caspase-3 (Figure 8C–E). The B cell leukemia/lymphoma 2 (Bcl-2) family proteins regulate mitochondrial outer membrane permeability to control intrinsic apoptosis [37]. Similarly, acupuncture significantly increased the protein level of Bcl-2 and inhibited the protein expression of Bax. This change may be caused by an increase in Bcl-2 overexpression and decrease in Bax after acupuncture, which can control the release of Cyt-c and the activation of downstream Caspase-3 protease, mediating endothelial cell apoptosis.

### 3.7. Acupuncture Restored the Balance of BMECs Autophagy and Apoptosis through Modulation of Bcl-2-Beclin1 Complex

An increasing number of studies have suggested that moderate autophagy activation could inhibit apoptosis to promote cell survival in the early stage of cerebral ischemia. Our pathway enrichment analysis showed that autophagy-related pathways were enriched (Figure 4G). Therefore, we wanted to further test whether autophagy was involved in the acupuncture’s ability to protect the BBB. 

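Of the 685 terms in Table S2, 0 have autophagy in their name, and the paper's discussion names PI3K/AKT as its autophagy pathway. Among the pathways of Table S2, the PI3K-Akt signaling pathway has 7 genes, Bdnf, Itga11, Spp1, Tnc, Il2rg, Itgb3 and Itgb7. Becn1, Map1lc3b and Sqstm1, the genes of autophagy proteins measured in the paper, are not among the 7. Values of these 7 genes alone therefore do not show a change in autophagy. In Model vs Sham, 6 of the 7 genes were tested and all 6 were DEGs, 5 higher in Model. The genes of Table S2 come from a list chosen on these libraries, so such counts are not independent evidence. The rt-PA vs Model comparison tested 6, of which 5 were higher in rt-PA, all 6 passed an unadjusted p under 0.05 and 0 passed at the adjusted p. All 7 were DEGs of rt-PA+Acu vs rt-PA, 6 lower and 1 higher in rt-PA+Acu, with a median log2 fold change of -3.18. The call of Itgb3 changed in 5 of 13 alternative fits, with adjusted p values up to 0.103. Bdnf, which encodes brain-derived neurotrophic factor, stood at 38.2 ± 1.8 CPM (SD, n = 3) in Sham, 194 ± 59.8 in Model, 59.8 ± 8.2 in rt-PA and 17.8 ± 4.7 in rt-PA+Acu. Its log2 fold change was 2.35 (standard error 0.22, adjusted p = 9.63e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in Model vs Sham and -1.75 (standard error 0.21, adjusted p = 0.00195) in rt-PA+Acu vs rt-PA. From Model to rt-PA it was -1.69 (standard error 0.24, adjusted p = 0.114), and without Model replicate 3 it was -1.94 with an adjusted p of 0.0349, which lay between 3.3e-09 (with DESeq2) and 0.473 over the alternatives. Spp1, the gene of osteopontin, stood at 1.17 ± 1.14 CPM in Sham, 228 ± 157 in Model, 882 ± 329 in rt-PA and 67.6 ± 91.9 in rt-PA+Acu. Its log2 fold change in rt-PA+Acu vs rt-PA was -3.69 (standard error 1.00, adjusted p = 0.026) and was past the threshold in 2 of the 6 fits that each left out 1 library, with adjusted p values from 0.000508 without rt-PA+Acu replicate 3 to 0.0707 without rt-PA+Acu replicate 2.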

We first used the double IF staining of LC3 and CD31, and the results revealed that acupuncture increased the co-localization of LC3-positive and CD31-positive cells compared to other groups, suggesting the formation of autophagosome in BMECs (Figure 9A). We then detected the protein expression level of LC3 and key regulatory proteins, including Beclin1 (Figure 9B–E). Consistently, acupuncture significantly increased the protein level described above. These results indicated that XNKQ acupuncture strongly activated autophagy of BMECs.

It has been documented that Bcl-2 regulates the balance between apoptosis and autophagy [38,39]. Normal conditions are characterized by a balance between autophagy and apoptosis, whereas in some diseases such as AIS this balance is disrupted [40]. 

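Bcl2a1, which encodes a member of the Bcl-2 family, had few counts in these libraries, at 0.965 ± 0.709 CPM (SD, n = 3) in Sham, 5.95 ± 1.39 in Model, 13.4 ± 5.29 in rt-PA and 1.50 ± 0.48 in rt-PA+Acu. The log2 fold change was 2.63 in Model vs Sham (standard error 0.52), with an adjusted p of 0.00321 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and lay between 2.17 and 3.23 over the alternatives tried. From Model to rt-PA it was 1.17 (standard error 0.35), with an unadjusted p of 0.0099 and an adjusted p of 0.374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the adjusted p lay between 0.0704 and 0.689 over the alternatives, DESeq2 among them. From rt-PA to rt-PA+Acu it was -3.14 (standard error 0.41, adjusted p = 0.00241). Each Model library had more Bcl2a1 than each Sham library, each rt-PA library more than each Model library, and each rt-PA+Acu library less than each rt-PA library. Bcl2 was not analysed here.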

Based on our findings that Bcl2a1 is target of acupuncture intervention (Figure 4E) and enrichment of both autophagy and apoptosis pathway at the same time (Figure 4G), it seems that autophagy and apoptosis processes undergo a regulation game of keep balance. We further investigated the balance between autophagy and apoptosis processes. Co-immunoprecipitation analyses of Bcl-2-Beclin1 complexes confirmed that Bcl-2 dissociated from Beclin1 after acupuncture intervention (Figure 9F). Based on the analysis of the two parts above, acupuncture was considered to suppress autophagy and induce apoptosis by regulating the Bcl-2/Beclin1interaction before rt-PA administration.

## 4. Discussion

In this study, we have demonstrated the effect and mechanism of XNKQ acupuncture on extending the rt-PA treatment time window and alleviating ischemia-reperfusion injury. The key findings are as follows: (1) Acupuncture alleviated infarction and neurological deficits and extended the thrombolysis window to 6 h. (2) The RNA-seq revealed 16 potential therapeutic predictors for acupuncture intervention, and the potential mechanisms were related to suppressing inflammation and restoring the function of the BBB and blood vessels. (3) Acupuncture suppressed BBB leakage and preserved tight junction protein expression. (4) Acupuncture prevents vascular endothelial damage and BBB disruption by modulating the interaction between autophagy and apoptosis. Moreover, acupuncture dissociated the Beclin1/Bcl-2 complex to activate autophagy and thereby alleviate apoptosis.

Performing rt-PA thrombolytic therapy in the early stage after cerebral infarction is currently the most effective method in clinical practice. In fact, less than 10% of patients with acute cerebral infarction have a chance to receive rt-PA thrombolysis treatment because of the strict time-window restrictions (3–4.5 h following stroke) and serious side effects. Seeking ways to improve the safety of rt-PA thrombolysis remains a challenge in clinical practice. Recently, a meta-analysis revealed that acupuncture, as a complementary and alternative medical therapy, combined with thrombolysis helps to improve the efficacy of thrombolysis. Moreover, our previous study confirmed that treatment with XNKQ acupuncture can relieve the adverse effects induced by rt-PA thrombolysis within the effective time window [41]. Shuigou (GV26) and Neiguan (PC6), the most significant acupoints of XNKQ acupuncture, are reported to promote the transporting of Qi and blood to the brain. In the theory of traditional Chinese medicine, accumulation of blood stasis, liver wind, and phlegm pool can obscure the brain, resulting in the closure of the orifices and concealment of the spirit, which ultimately lead to the attack of stroke. Regarding the Shuigou (GV26) acupoint, it is situated at the midpoint of the nasolabial groove, an area predominantly composed of sensory fibers under the innervation of the trigeminal nerve. Previous studies have shown that acupuncture stimulation at this point, particularly during reperfusion injury following a stroke, activates the specific somatosensory pathways of the head and face. This activation results in the release of calcitonin gene-related peptide (CGRP), suppression of neuropeptide Y (NPY) within the brain, and a decrease in the expression of angiotensin II and its type-1 receptor (AT1R) [42,43,44].These mechanisms collectively contribute to the amelioration of vascular dysregulation. Additionally, bilateral acupuncture at the Neiguan (PC6) is used to regulate blood flow and calm the spirit. Neiguan (PC6) is recognized as another of the principal points in the Xingnao Kaiqiao acupuncture prescription, which is known to significantly enhance cerebral blood flow and oxygen supply, thereby benefiting stroke patients. Studies have demonstrated that acupuncture at Neiguan improves cerebral blood flow by increasing the expression of proteins associated with angiogenesis, such as VEGF, bFGF, and CD34, as well as by restoring and improving the structure of endothelial cells and microvessels [45,46,47]. Our previous clinical findings indicate that Neiguan primarily enhances collateral circulation within the anterior cerebral circulation, which is a key aspect of improving blood supply in ischemic stroke patients [17].

The most important finding of our current study is that, by simultaneous administration of XNKQ acupuncture, the ideal time window of rt-PA thrombolysis could potentially be extended. The animal model used here is a rat embolic stroke model, which is similar to the pathological process of human ischemic stroke. Therefore, research conclusions based on this model have more reference significance. It has been shown here that XNKQ acupuncture extended the rt-PA time window to 6 h. Rats Rats treated with rt-PA and acupuncture, even 6 h after ischemic stroke, showed remarkable alleviation of brain ischemia and ischemia–reperfusion injury compared to those treated with rt-PA alone. The mechanisms behind these findings may include the following. Firstly, acupuncture modulates neuroinflammatory responses, which is essential in the initial treatment phase, influencing cytokine release to mitigate inflammation’s detrimental impact on neural tissue and enhance neuroprotection, with the most notable effects occurring within six hours of stroke onset [48,49]. Secondly, acupuncture activates neuroprotective pathways, including those involving BDNF and VEGF, which are vital for neuronal survival, neurogenesis, and the alleviation of neurological symptoms [50]. It also improves microcirculation in ischemic brain areas, facilitating the delivery of essential oxygen and nutrients to cells, thereby reducing ischemic damage [51,52]. Lastly, while the mechanisms are not completely understood, acupuncture appears to extend the therapeutic window for thrombolysis, potentially by protecting the blood–brain barrier and promoting angiogenesis, which supports better blood supply and drug delivery to the affected areas.

Interestingly, we observed that the protective effect of acupuncture at the 6-h point was not sustained at 7.5 h. While the exact mechanisms underlying this difference are not fully understood, several possibilities could be considered. On the one hand, the temporal dynamics of the ischemic cascade and subsequent reperfusion injury are complex, with various molecular and cellular processes unfolding over time [53,54]. It is possible that the initial protective mechanisms triggered by acupuncture, such as the upregulation of neurotrophic factors or the modulation of inflammatory responses, may have a limited duration of action or may be overwhelmed by the progressive pathological changes occurring at later stages [55]. On the other hand, the window of therapeutic opportunity for acupuncture may be narrower than previously thought, with the potential for diminishing returns as the ischemic injury progresses. The 6-h timeframe might represent a critical period where the brain is more responsive to acupuncture’s neuroprotective effects, and beyond this point, the treatment’s efficacy may decline due to the advanced stages of ischemic damage. Considering that our primary objective in this experiment was to investigate whether acupuncture could extend the therapeutic window of neuroprotection following ischemic stroke in rats, our future research will aim to dissect these mechanisms in more detail to optimize the timing and application of acupuncture in the treatment of ischemic stroke.

Ischemia–reperfusion injury involves a series of pathological responses. To gain a better understanding of the mechanisms involved in acupuncture intervention on the thrombolysis time-window extension and ischemia–reperfusion injury alleviation, we employed RNA-seq technology to obtain gene transcriptome profiles. A total of 63 potential therapeutic targets were identified, and enrichment analysis showed that, with the exception of suppressing inflammation, biological processes involved in restoring the function of BBB structure were wound healing and angiogenesis. In addition, to identify predictors of response to acupuncture treatment, we have discovered an intersection of 16 predictors across species. The roles of these predictors have been studied in the context of ischemic stroke. For instance, the WNT1 signaling pathway plays a crucial regulatory role in promoting the proliferation of endothelial cells within the central nervous system, maintaining the homeostasis of the blood–brain barrier, and synergizes with various angiogenic factors [56]. TREM1 is a receptor on myeloid cells that, upon binding with its ligand, can activate inflammatory responses. Research indicates that TREM1 may play a key role in the inflammatory response following cerebral infarction and could potentially serve as a biomarker for monitoring therapeutic outcomes and disease progression [57]. CRABP2 is involved in the metabolism and signaling of vitamin A, which has significant functions in the health and disease of the nervous system [58]. We believe that further investigation into these predictors could lead to the development of clinical translation, such as prediction-model construction and rapid biomarker screening, which would have significant implications for personalized medicine and therapeutic decision-making.

The BBB is a highly selective interface between the blood and brain parenchyma. The structure and integrity of blood vessels are crucial for the function of the BBB, while the extracellular matrix provides necessary support and regulation. The disruption of BBB structure and function was considered as one of the most direct restrictions in determining whether thrombolytic therapy could be performed. The role of inflammation pathways on BBB disruption and neuronal cell death after ischemia–reperfusion injury have been confirmed [59]. The integrity of the BBB was confirmed by transmission electron microscopy. We also measured EB leakage and brain water content, which reflected BBB disruption in the penumbra region. Experiments have demonstrated the improvement of vascular structure and vascular leakage by acupuncture. Additionally, BMECs are central to the barrier properties of the BBB, which have an apical domain and a basolateral domain, and are tightly bound with tight junctional (TJ) proteins [60]. TJs consist of cytoplasmic proteins (ZO-1) and transmembrane proteins (Occludin), and perform the function of closing the intercellular cleft, preventing free exchange between the CNS and vasculature [61]. The results showed that acupuncture treatment upregulated the expression of Occludin and ZO-1 after delayed rt-PA thrombolysis. This means cerebrovascular areas can better exert the barrier function and neuroprotective effects after acupuncture.

The disruption of the BBB by ischemia–reperfusion injury could cause BMECs damage, eventually leading to apoptosis [62]. Apoptosis is the predominant form of cellular demise following stroke. Under pathological conditions, accelerated apoptosis can cause neurodegenerative diseases or ischemic damage [63]. Bcl-2 and its family members are required for apoptosis through the intrinsic pathway. Bcl-2, together with Bax, modifies mitochondrial membrane potential and permeability, which releases regulatory proteins that activate cellular caspases, eventually the executor Caspase-3. BCL2A1, a member of the Bcl-2 family of proteins, was identified as one of the targets of XNKQ acupuncture intervention in our results. We found a striking decline of Bcl-2 and apparent activation of Bax and Caspase-3, accompanied by more TUNEL-positive cells and Caspase-3/CD31 double-positive cells after treatment with rt-PA alone, which contributed to BBB disruption. Importantly, this effect was reversed by acupuncture treatment, which indicates that acupuncture suppresses rt-PA thrombolysis-induced endothelial cell apoptosis.

In addition to the suppression of apoptosis, we also proposed the role of acupuncture in inducting autophagy. Both apoptosis and autophagy (PI3K/AKT) pathways were enriched in pathway analyses, which defined autophagy and apoptosis processes as the key pathways by which acupuncture protects BBB structure. Autophagy is the process by which cells transport damaged, denatured, or aging proteins and organelles to lysosomes for digestion and degradation, thereby avoiding the accumulation of redundant substances within the cell [64]. The PI3K/AKT pathway plays a significant role in regulating autophagy by affecting the mammalian target of rapamycin. We found that, compared with delayed rt-PA thrombolysis, acupuncture stimulated endothelial autophagy, which was confirmed by the formation of LC3 puncta, and up-regulation of Beclin-1 and LC3. Furthermore, we observed an intriguing phenomenon that the balance between autophagy and apoptosis pathways is challenged during ischemic stroke and rt-PA treatment. The results of immunoprecipitation indicated that acupuncture promotes the dissociation of Bcl-2 and Beclin1, thereby activating the autophagy process and inhibiting endothelial cell apoptosis, suggesting that the balance between autophagy and apoptosis may be a potential mechanism of acupuncture treatment in ischemic stroke.

Certainly, there are several limitations of this study. Firstly, we observed a beneficial effect of XNKQ acupuncture on improving post-thrombolysis vascular structural damage and vascular leakage. However, acupuncture showed multiple properties, such as the regulation of oxidative stress. Whether the protective effects of acupuncture on the BBB are due to other properties needs to be considered. Secondly, our study suggests that XNKQ acupuncture is involved in autophagy and apoptosis balance, but further work in vitro is needed to supplement these findings. Lastly, multiple cells such as neurons, microglia, astrocytes, and pericytes could be affected by XNKQ acupuncture after ischemic stroke. In future work, including single cell sequencing technology, we will focus on revealing heterogeneity that we cannot capture through global tissue expression profiles.

## 5. Conclusions

In conclusion, this study suggested XNKQ acupuncture as an adjuvant management for rt-PA thrombolysis to extend the time window and alleviate ischemia–reperfusion injury. We have shown here that XNKQ acupuncture extended the thrombolysis window by suppressing blood–brain barrier disruption and promoting the dissociation of Bcl-2 and Beclin1, consequently enhancing autophagy and inhibiting apoptosis. We hope that these findings provide a reliable theory basis for the clinical treatment of ischemic stroke with thrombolytic therapy within a broadened therapeutic window.

## Figures and Tables

**Figure 1:**
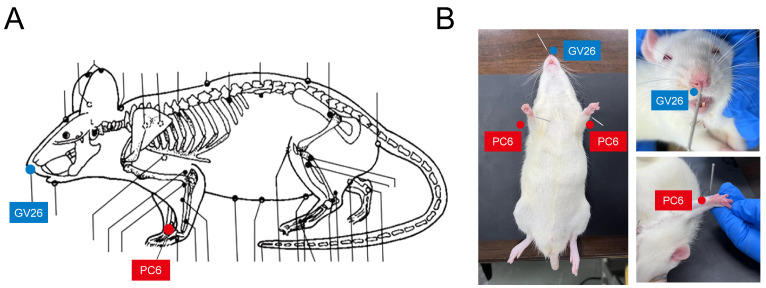
Schematic of Xingnao Kaiqiao acupuncture. (**A**) The locations of the acupoints in rats. Shuigou (GV26, in blue) and bilateral Neiguan (PC6, in red) acupoints are labeled. (**B**) Schematic images of an experimental rat, showing the location of acupoints GV26 and PC6.

**Figure 2:**
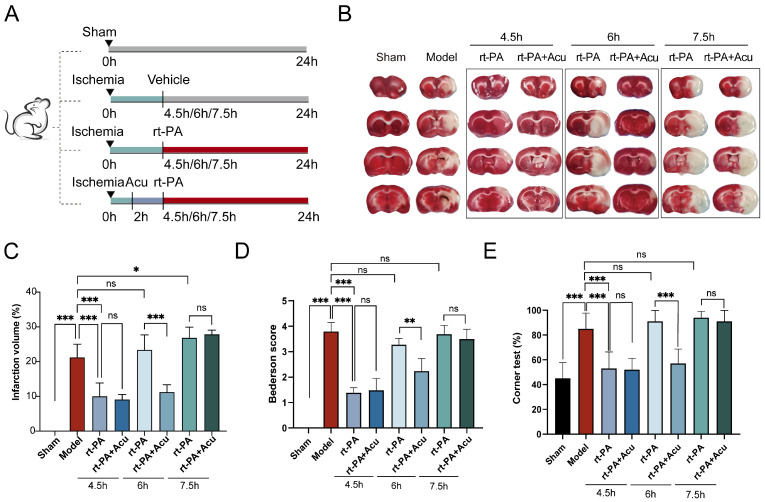
Acupuncture extends rt-PA time window to 6 h. (**A**) Schematic diagram of model establishment and rt-PA/acupuncture treatment. (**B**) Representative photographs of TTC-stained brain sections in each group. (**C**) Measurement of the size of the cerebral infarction determined by TTC staining (n = 4). (**D**) Bederson tests were performed at 24 h after the establishment of model and rt-PA treatment (n = 6). (**E**) Corner tests were performed to count the numbers of left and right turns at 24 h after the establishment of model and rt-PA treatment (n = 10). All data of results were presented as mean ± SD, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
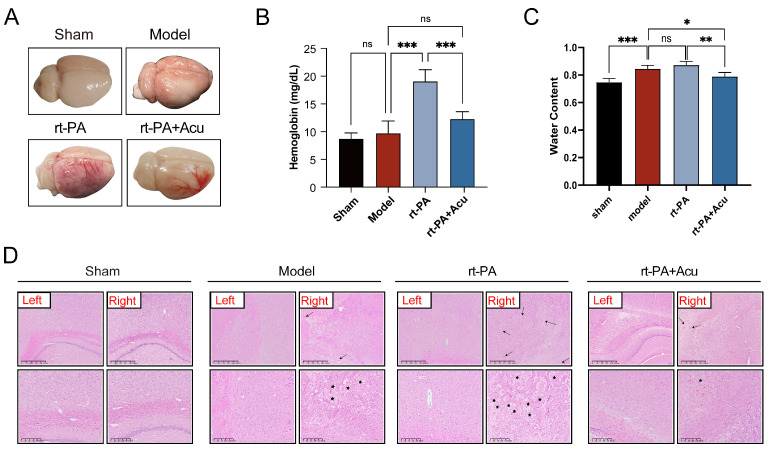
Effects of acupuncture in alleviating complications of thrombolysis. (**A**) Images of brain tissue on a bright field. (**B**) Hemoglobin levels in the ischemic hemisphere were examined at 24 h after the establishment of model and rt-PA treatment(n = 6). (**C**) Brain water content was examined at 24 h after the establishment of model and rt-PA treatment (n = 6). (**D**) Representative images of H&E staining in each group. Arrow indicates the location and amount of bleeding; asterisk indicates cell death and fragmentation. (scale bar = 625 μm for the images above, scale bar = 200 μm for the images below, n = 3). All data of results were presented as mean ± SD, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
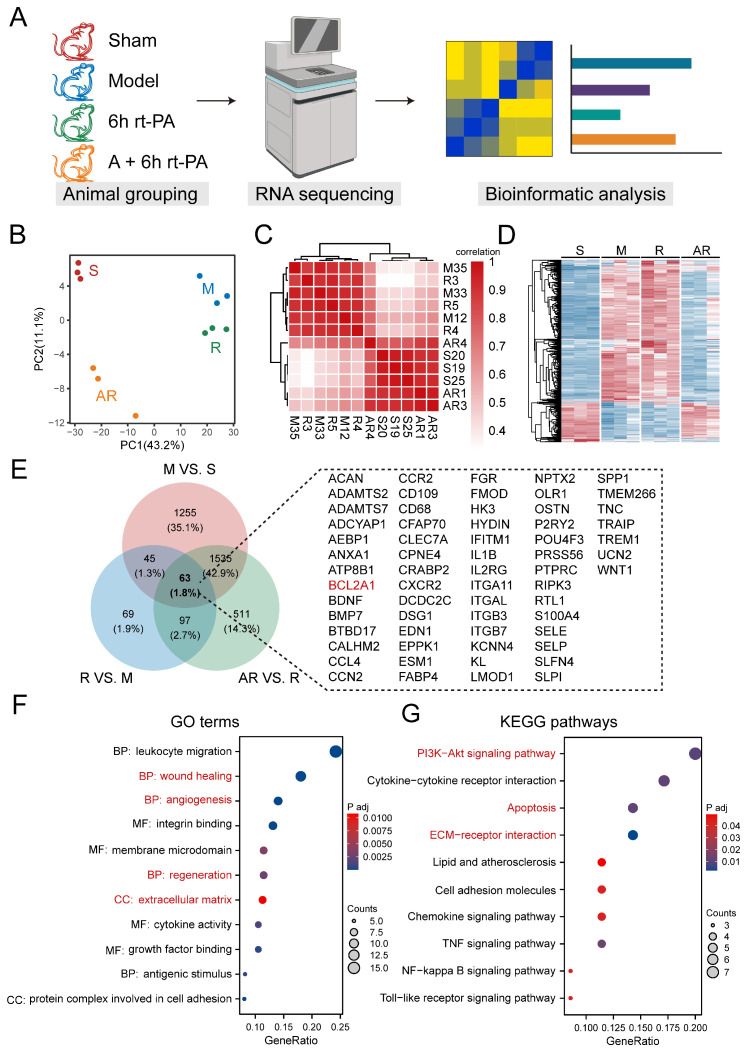
Transcriptome sequencing analysis of XNKQ acupuncture treatment for ischemia–reperfusion injury. (**A**) Schematic for animal grouping, RNA sequencing and transcriptomic analysis. (**B**) Principal component analysis (PCA) based on transcriptional profile among samples of different groups; each point represents one sample. (**C**) Spearman correlation was used to cluster samples and generate a heatmap. (**D**) The top 500 genes with the highest variance were selected for the heat map. (**E**) Venn diagram illustrating the intersection of DEGs. Specific gene information is presented in the panels to the right. (**F**,**G**) GO (**F**) and KEGG (**G**) analysis of the intersect DEGs. Pathways of interest are highlighted in red.

**Figure 5:**
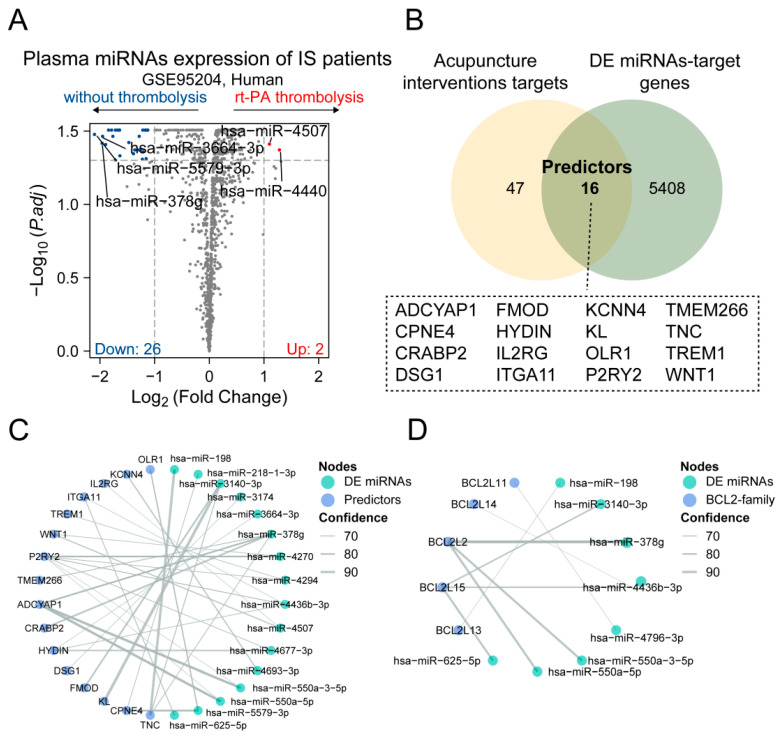
Identifying predictors of acupuncture treatment. (**A**) Volcano plot showing differentially expressed microRNAs (DE miRNAs) between ischemic stroke patients with and without thrombolysis in the public dataset. (**B**) The Venn diagram shows the number of overlapping acupuncture therapeutic targets in our study and DE miRNAs target genes predicted by the miRDB database. (**C**,**D**) The networks between DE miRNAs and 16 predictors (**C**) and the Bcl-2 family genes (**D**). Lines represent miRNA–target gene interactions and the thickness of the lines indicates confidence of target prediction.

**Figure 6:**
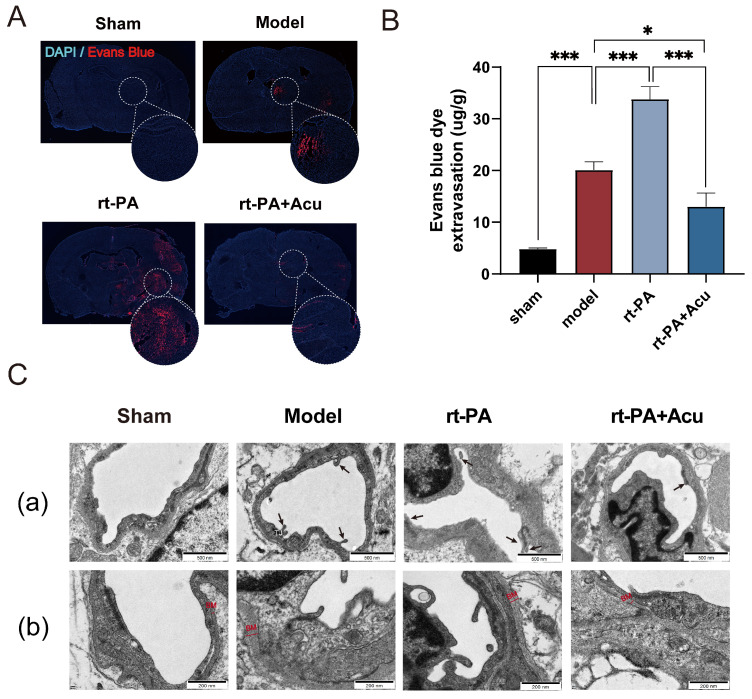
Acupuncture attenuated BBB damage induced by 6 h rt-PA thrombolysis. (**A**) Representative fluorescence images of brain tissue slices with EB staining. (**B**) EB dye leakage was examined at 24 h following modelling and rt-PA treatment. (**C**) Transmission electron microscopy of tight junctions (**a**, scale bar = 500 nm) and basement membrane (**b**, scale bar = 200 nm). Arrow indicates the position of TJ, (TJ, tight junction). Red straight line refers to the thickness of BM, (BM, basement membrane). All data of results were presented as mean ± SD, * *p* < 0.05, *** *p* < 0.001.

**Figure 7:**
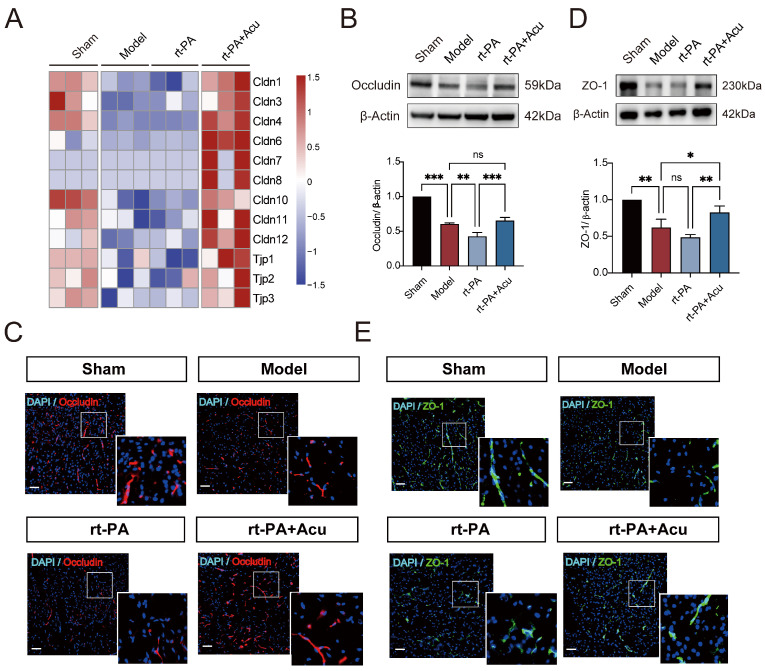
Acupuncture restored the down-regulation expression of Tight Junction Proteins. (**A**) Heatmap showing expression pattern of representative genes with tight junction. (**B**,**D**) Western blot analysis of Occludin (**B**) and ZO-1 (**D**) of 4 groups (Sham, Model, rt-PA and rt-PA+Acu, n = 3). (**C**,**E**) Representative immunofluorescence images of Occludin (**C**) and ZO-1 (**E**) in the ischemic penumbra area of 4 groups. (n = 3, scale bar = 50 μm). All data of results were presented as mean ± SD, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 8:**
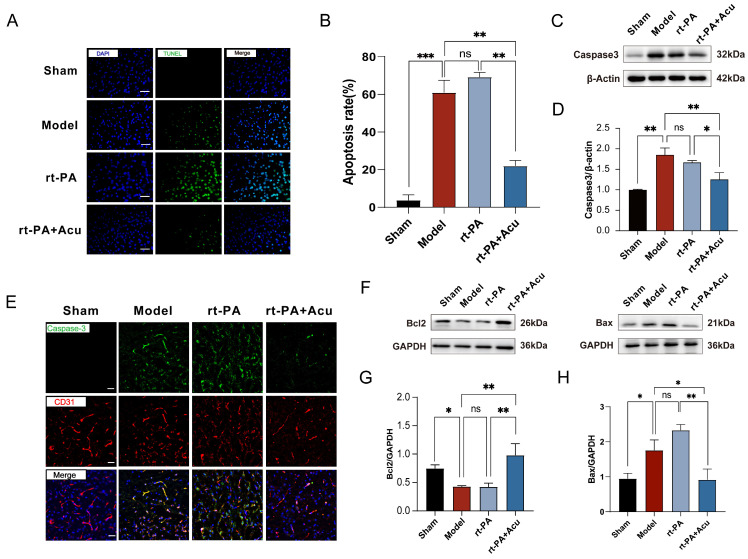
Acupuncture suppressed rt-PA thrombolysis-induced endothelial cell apoptosis. (**A**,**B**) Representative fluorescence images of TUNEL at 24 h after the establishment of model and rt-PA treatment (**A,** scale bar = 20 μm). Green TUNEL^+^ cells were used to assess the total apoptosis rates (**B**, n = 3). (**C**,**D**) Western blot analysis of Caspase-3 (n = 3). (**E**) Representative immunofluorescence images of Caspase-3 in endothelial cells (n = 3, scale bar = 20 μm). (**F**–**H**) Western blot analysis of Bcl-2 and Bax (n = 3). All data of results were presented as mean ± SD, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 9:**
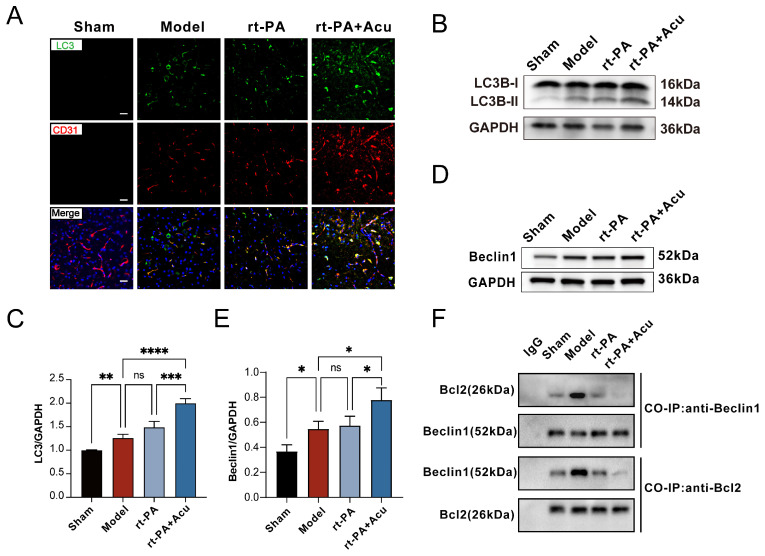
Acupuncture stimulates endothelial autophagy in blood vessels. (**A**) Representative immunofluorescence images of LC3 in endothelial cells (n = 3, scale bar = 20 μm). (**B**,**C**) Western blot (**B**) and quantitative analysis (**C**) of LC3 (n = 3). (**D**,**E**) Western blot (**D**) and quantitative analysis (**E**) of Beclin1 (n = 3). (**F**) Co-immunoprecipitation of Beclin1 and Bcl-2 binding of each group. All data of results were presented as mean ± SD, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

## Data Availability

The RNA-seq data produced in the study are uploaded and publicly available. The data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE262257 (accessed on 31 December 2023).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/brainsci14040399/s1, Figure S1: Cerebral blood flow was monitored by Laser speckle imaging during the surgery of embolic stroke model; Figure S2: Differential expression analysis and enrichment analysis result between Model and Sham groups; Figure S3: Differential expression analysis and enrichment analysis result between rt-PA thrombolysis and Model groups; Figure S4: Differential expression analysis and enrichment analysis result between simultaneous administration of XNKQ acupuncture group and rt-PA thrombolysis; Figure S5: The effect of acupuncture on the expression of tight junction protein; Table S1: The differential expression gene results in Sham, Model, rt-PA and Acu+rt-PA groups; Table S2: The enrichment analysis results of 63 potential therapeutic targets; Table S3: The differential expression miRNA and potential target genes predicted by miRNA database.

# Supplementary material for: Acupuncture Extended the Thrombolysis Window by Suppressing Blood–Brain Barrier Disruption and Regulating Autophagy–Apoptosis Balance after Ischemic Stroke
**Source:** Brain Sci. 2024 Apr 19;14(4):399. doi: 10.3390/brainsci14040399
**Supplement:** Supplementary file 1

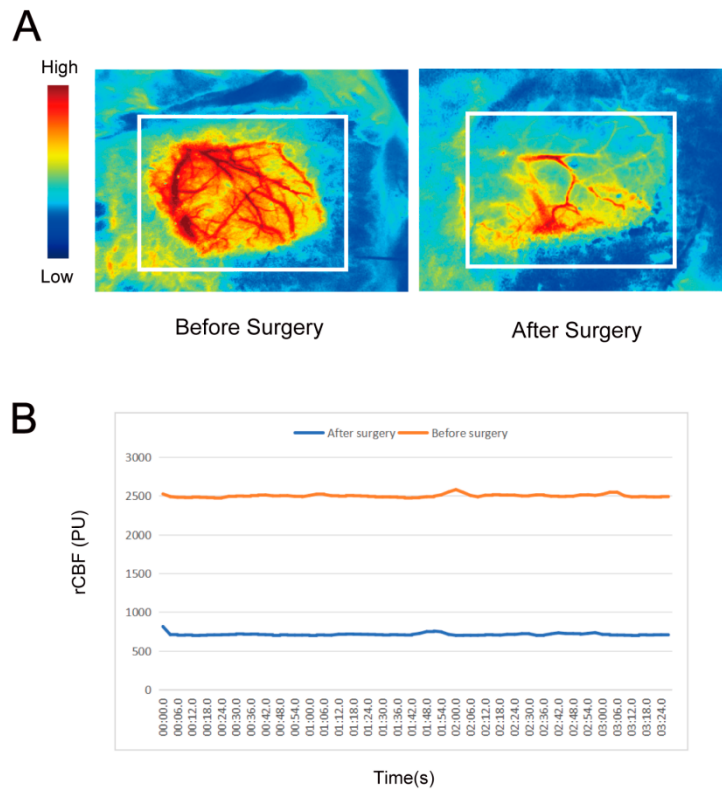

**Figure S1. Cerebral blood flow was monitored by Laser speckle imaging during the surgery of embolic stroke model.** A. Representative images of rCBF. White box is the place where we used to do the quantification. B. Compared to the rCBF before surgery, the reduction of 70% or more in rCBF was considered as successful induction of ischemia.

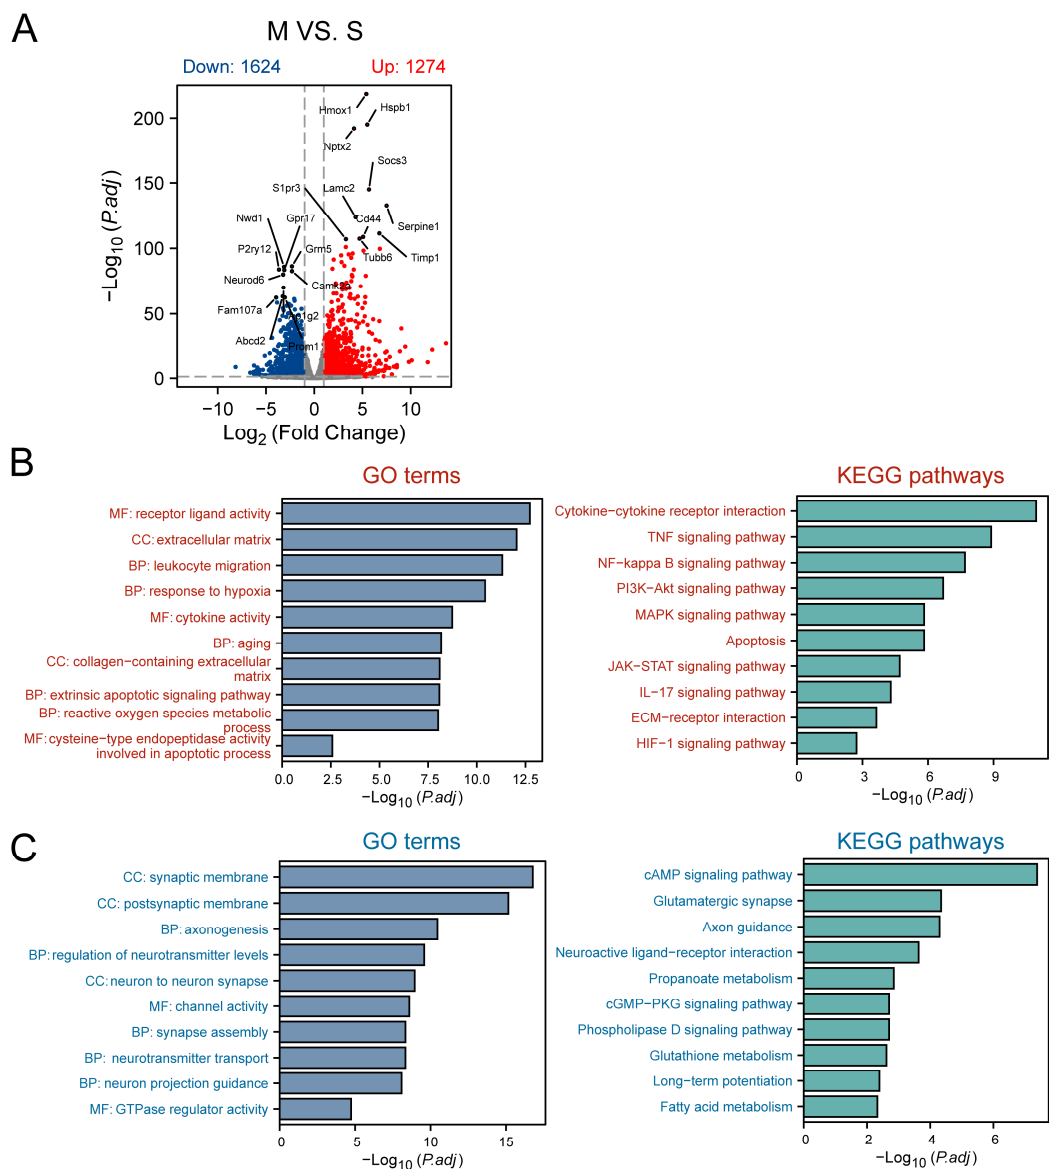

**Figure S2. Differential expression analysis and enrichment analysis result between Model and Sham groups.** (A) Volcano plot of differentially expressed genes. (B-C). Over-representation enrichment analysis of GO terms and KEGG pathways for up- (B) or down-regulated (C) genes

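Among the genes labelled in the volcano plot, Hmox1, the gene of heme oxygenase 1, stood at 7.30 ± 0.52 CPM (SD, n = 3) in Sham and 310 ± 49.0 in Model. The log2 fold change was 5.41 (standard error 0.15), with an adjusted p of 3.29e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the smallest of the comparison. Hspb1 changed by 5.51 (standard error 0.20, adjusted p = 3.41e-06), Nptx2 by 4.14 (standard error 0.14) and Timp1 by 6.76 (standard error 0.35). Of the labelled genes that fell, the microglial gene P2ry12 went from 66.0 ± 3.3 CPM in Sham to 5.23 ± 1.06 in Model, a log2 fold change of -3.64 (standard error 0.16, adjusted p = 4.31e-06), and Grm5 from 177 ± 3.95 to 35.8 ± 3.3 CPM, a change of -2.30 (standard error 0.10). The largest fitted rise among the DEGs with a mean of at least 1 CPM was that of Ccl2, which had 0 counts in Sham and was at least 796-fold higher in Model. Hes5 had the largest fitted fall and was at least 17.3-fold lower in Model.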

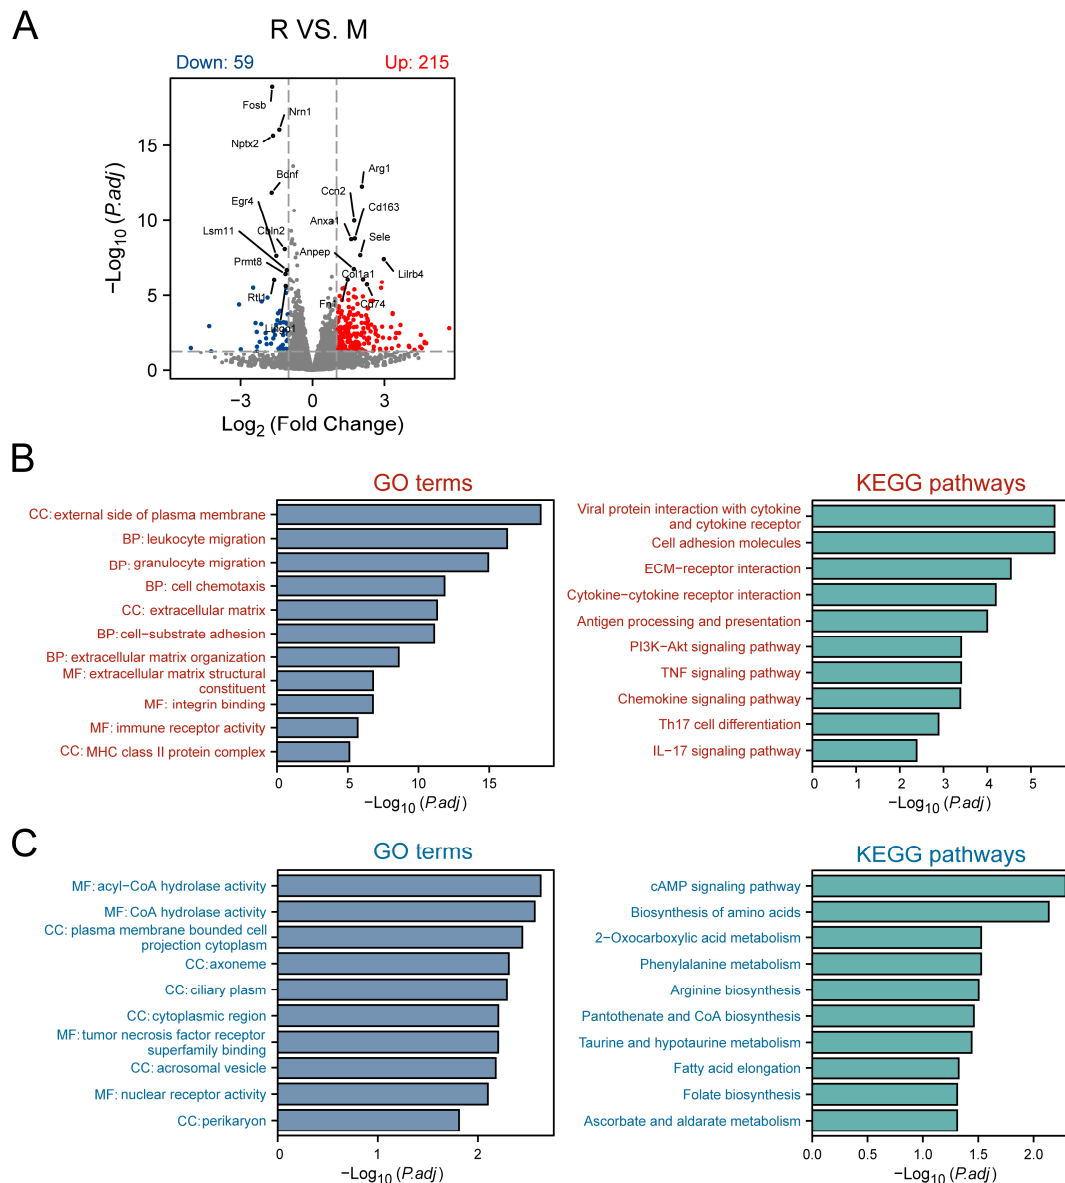

**Figure S3. Differential expression analysis and enrichment analysis result between rt-PA thrombolysis and Model groups.** (A) Volcano plot of differentially expressed genes. (B-C). Over-representation enrichment analysis of GO terms and KEGG pathways for up- (B) or down-regulated (C) genes

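The smallest adjusted p of rt-PA vs Model, 0.0847, was shared by Fosb, Nrn1 and Arg1, which are labelled in the volcano plot. Fosb fell from 116 ± 19.1 CPM (SD, n = 3) in Model to 36.4 ± 5.8 in rt-PA, a log2 fold change of -1.68 (standard error 0.16) with an adjusted p of 0.0847 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and between 1.64e-15 (with DESeq2) and 0.302 over the alternatives. Nrn1 changed by -1.38 (standard error 0.15), and its adjusted p lay between 6.02e-13 with DESeq2 and 0.346 without Model replicate 2. Arg1 rose from 2.83 ± 0.47 CPM in Model to 11.8 ± 1.72 in rt-PA, a log2 fold change of 2.06 (standard error 0.23), with an adjusted p between 1.57e-09 and 0.346 over the same alternatives. Cd163 changed by 1.77 (standard error 0.26, adjusted p = 0.127). These 4 genes lay apart between the 3 rt-PA and the 3 Model libraries.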

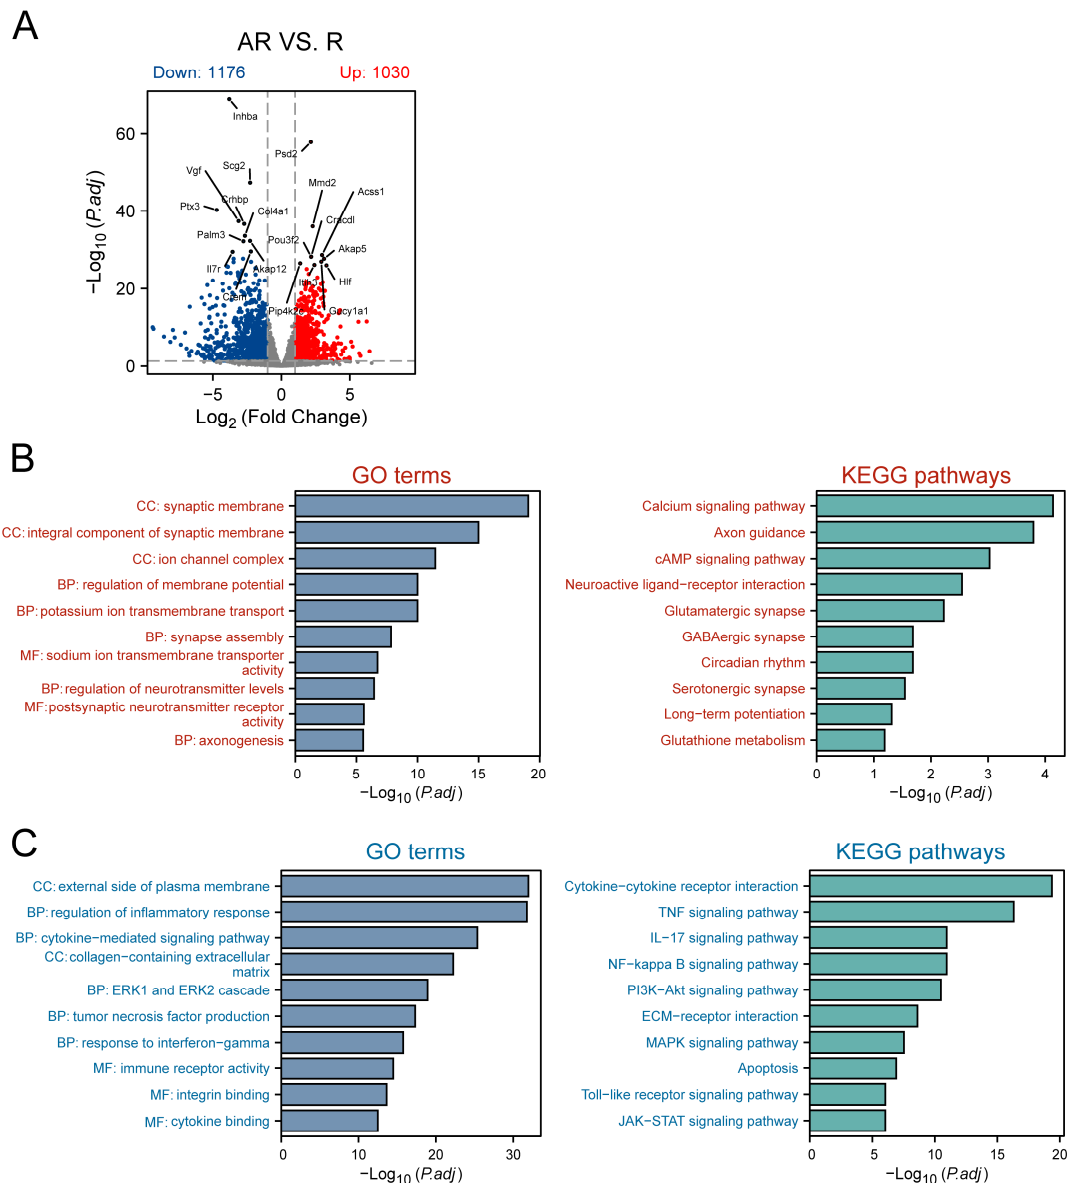

**Figure S4. Differential expression analysis and enrichment analysis result between simultaneous administration of XNKQ acupuncture group and rt-PA thrombolysis. (A) Volcano plot of differentially expressed genes. (B-C). Over-representation enrichment analysis of GO terms and KEGG pathways for up- (B) or down-regulated (C) genes**

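Inhba, labelled in the volcano plot, stood at 4.17 ± 0.16 CPM (SD, n = 3) in Sham, 134 ± 63.2 in Model, 70.7 ± 11.0 in rt-PA and 5.02 ± 0.46 in rt-PA+Acu. From rt-PA to rt-PA+Acu the log2 fold change was -3.81 (standard error 0.17), with an adjusted p of 0.000303 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the smallest of the comparison. Psd2 had the same adjusted p with a change of 2.14 (standard error 0.10), from 25.6 ± 0.84 CPM in rt-PA to 113 ± 6.61 in rt-PA+Acu, against 147 ± 17.0 in Sham. Btbd17 rose by 5.53 on the log2 scale (standard error 0.65, adjusted p = 0.00181). Slpi, a gene of the 63, was at least 53.7-fold lower in rt-PA+Acu than in rt-PA.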

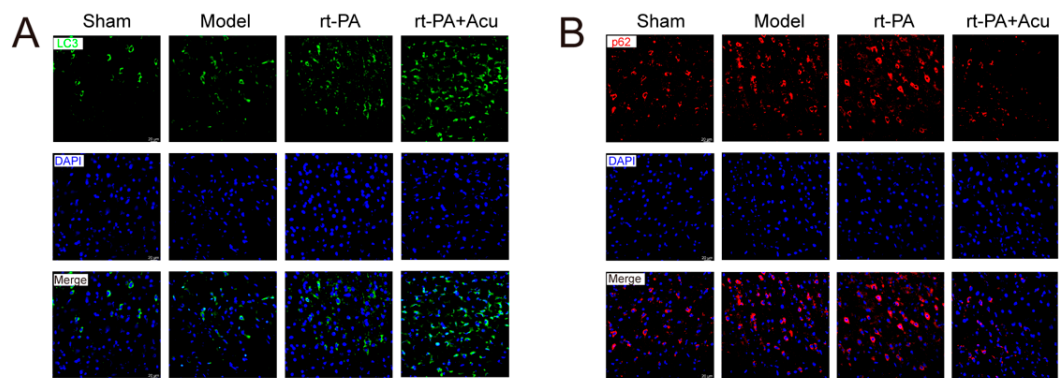

**Figure S5. The effect of acupuncture on the expression of tight junction protein A.** Representative images of LC3 immunofluorescence staining. **B.** Representative images of p62 immunofluorescence staining.

How the deposited data were processed for this re-analysis (not part of the article)

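The data are RNA sequencing libraries from the cerebral cortex of 12 rats, with 3 rats in each of the Sham, Model, rt-PA and rt-PA+Acu groups and 1 library per rat, and libraries were grouped by their deposited labels. The authors made the deposited counts by aligning paired-end reads of 150 bases to the rat genome with STAR 2.7.10 and counting uniquely mapped read pairs on genes with Salmon 1.9.0. The values are whole-number raw counts per gene symbol and library, without normalization or pooling of replicates. The paper's text does not name the release of the gene annotation, the use of molecular identifiers in the adapters, or how Salmon estimates became whole numbers. Of 17268 genes, 15895 had a count in at least 1 library and 0 gene names were repeated. Total counts per library ranged from 11678450 to 13616935, and 3 counts in a library of this size stood for 0.22 to 0.257 CPM. Reads without use of molecular identifiers are not independent molecules, so limits from counts cover counting error only. Sequence reads were not used, and gene positions are not given because the genome build of the annotation at hand is not the one the authors used. That annotation served only to order genes by the span of the gene.

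Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots were drawn in Python 3.11.15 with matplotlib 3.10.9. TMM factors lay between 0.9476 and 1.077. Each pair of groups was fitted on its own 6 libraries over the genes that pass filterByExpr, and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DEGs had an adjusted p under 0.05 and an absolute log2 fold change over 1. The comparisons were Model vs Sham, rt-PA vs Model and rt-PA+Acu vs rt-PA, which the paper makes, and rt-PA+Acu vs Sham and rt-PA+Acu vs Model, which it does not report. Where each library of a group had at most 3 counts of a gene, the fold change was computed against 3 counts and given as a lower bound. Principal components and Spearman correlations used log2 CPM with a prior count of 2 over the 500 genes with the largest variance. The position of a library between Sham and Model was its projection on the line between the group means over the Model vs Sham DEGs, compared with an exact two-sided permutation test, in which 3 libraries against 3 allow no p under 0.1. Gene lists were tested with fry from limma, two-sided, and with camera at a preset correlation of 0.01 as an alternative, with Benjamini-Hochberg adjustment over the 15 lists of a comparison.

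The tests, thresholds, alternatives, marker lists and the rule for naming genes were set before the data were examined, except where a choice is said to follow the data. Genes are named in the text when the paper names them in its text, in Fig. 4E, Fig. 5B or Fig. 7A, or as a volcano plot label, or measured their protein, when they were among the 5 DEGs with the largest rise or the 5 with the largest fall of a comparison at a mean of at least 1 CPM and with groups that did not overlap, or when they are on a marker list. The lists covered choroid plexus epithelium, ependymal motile cilia, meninges and fibroblasts, red blood cells, neutrophils, infiltrating monocytes and macrophages, homeostatic microglia, neurons, astrocytes, oligodendrocytes, endothelial cells, striatal neurons, immediate early genes, the Y chromosome, and the genes of apoptosis and autophagy proteins measured in the paper. Bcl2, Cldn5, Ocln and Xist were not analysed here.

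The alternatives were DESeq2 in place of edgeR, DESeq2's size factors (RLE) or library size alone in place of TMM, no filter beyond 1 count, at least 10 counts in every library, 1 fit over all 12 libraries, the replicate number as a block, an unadjusted p, no fold change threshold, other gene sets and transformations for the components and correlations, and leaving out each library in turn. Added after seeing the data were DESeq2 with an unadjusted p, a fit with a term that sets Sham and Model replicate 3 apart from the other 8 libraries, and Model replicate 3 as the only Model library. Each comparison was also fitted on all 10 splits of its 6 libraries into groups of 3. To measure what libraries shared between comparisons give by chance, counts were simulated with rt-PA and Model drawn from one mean, in 20 simulations for edgeR and 10 for DESeq2. The fits were tested on simulated data with a 4-fold change in 200 genes and the dispersions of each comparison, where edgeR made 6 to 12 false calls.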

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

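Of the tests in this part, those on Model replicate 3, on gene length and on striatal genes were chosen only after the result was seen. The paper does not report a comparison of rt-PA+Acu with Sham, although it describes these groups as similar. In these libraries 263 of 12775 genes tested were DEGs of rt-PA+Acu vs Sham, 117 higher and 146 lower in rt-PA+Acu, with a smallest adjusted p of 0.00188 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The libraries of the 2 groups lay apart at 30.6% of the genes tested, against 10% by chance. Of the 10 splits of these 6 libraries, 1 gave as many DEGs, which is the grouping itself, and the others gave 0. With 10 splits no share can fall under 0.1, so this count decides nothing by itself. The adjusted p and the share of genes apart argue against chance between these 6 libraries, but not against a batch. The number of DEGs was 82 without Sham replicate 2, 133 without Sham replicate 3 and 146 without Sham replicate 1, and lay between 195 and 359 when 1 rt-PA+Acu library was left out. Among the genes higher in rt-PA+Acu, Hspb1 had a log2 fold change of 4.32 (standard error 0.68, adjusted p = 0.0145), Spp1 one of 5.89 (standard error 1.30, adjusted p = 0.0423), and H19 and Gng5 were at least 39.8-fold and at least 8.51-fold higher than in Sham. The rt-PA+Acu mean was 130 ± 123 CPM (SD, n = 3) for Hspb1 and 67.6 ± 91.9 CPM for Spp1, so replicates differed widely. Over the alternatives the log2 fold change of Spp1 lay between 3.64 and 6.84. The adjusted p reached 0.0846 for Hspb1, 0.18 for Spp1, 0.0725 for H19 and 0.0552 for Gng5.

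For part of the 117 genes higher in rt-PA+Acu than in Sham, a difference between library batches is a candidate explanation. All Sham libraries and Model replicate 3 lie on one side of a split between the libraries, and the other 8 libraries on the other side. The split was seen at 26 genes chosen for their values, and 20 of these are among the 117, so they were left out of the test. Of the 97 genes left, 34 were genes where Model replicates 1 and 2 lay 0.7 to 2 log2 units above Sham. Over these the median position of Model replicate 3 between Sham (0) and Model replicates 1 and 2 (1) was 0.37, with 22 of 34 under 0.5. Random lists of other risen genes with the same gap had medians of 0.70 or more, and 0 of 10000 were as low. At the 49 genes where Model replicates 1 and 2 lay at least 2 log2 units above Sham, Hspb1 and H19 among them, the median position of Model replicate 3 was 0.91, against 0.89 at 398 other risen genes with such a gap, and 4 of the 49 lay under 0.5. This argues against the split as the whole cause at these 49 genes. The other 14 genes had too small a gap for a position. Model replicate 3 was the least injured Model library by its place on the line from Sham to Model, at 0.821 against 1.12 and 1.01, and its median position was 0.79 at 996 other fallen genes. Its median position of 0.89 at the 727 other risen genes of the same gap argues against less injury as the whole cause of its place at the 34 genes, and a part in it stays open. The tables also argue against a bias of gene length. The 117 genes are shorter, with a median span of 11912.5 bases against 26987 over all genes tested, but the shortest genes as a group had a median log2 fold change of -0.024, against 1.62 for the 117. A fit over all 12 libraries with a term for the split left 4 DEGs of rt-PA+Acu vs Sham, 3 higher and 1 lower, and that term rests on Model replicate 3 alone. Fig. 4C names its libraries by other numbers than the deposited replicate numbers, and these were not matched, so whether they stand for batches is not known. A remaining effect of the stroke in treated rats, the biological explanation that the design gives, stays open for all 117 genes.

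The 146 genes lower in rt-PA+Acu than in Sham do not follow the split in the same way. At 58 of them Model replicate 3 lay at a median position of 0.70, with 18 of 58 under 0.5. This place nearer to Model replicates 1 and 2 than to Sham argues against a batch as the whole cause at these 58 genes. The median was 0.79 at other fallen genes, and only 69 of 10000 random lists were as low as 0.70, so a part of a batch stays open. Striatal tissue in the dissected pieces of Sham replicates 2 and 3 may account for part of the 146 genes. On the list of striatal neuron genes, 8 of 8 genes were higher in both of these libraries than in Sham replicate 1. The median log2 CPM of the list was 6.65 and 6.38 in Sham replicates 2 and 3 and 4.49 in Sham replicate 1, against 3.69 to 4.63 in the other libraries. All 8 genes were lower in rt-PA+Acu than in Sham and 6 were DEGs, with a median log2 fold change of -1.57. The adjusted p of the list was 0.104 from fry, between 0.00723 (without Sham replicate 1) and 0.244 in the fits that each left out 1 library, and 1.67e-09 with camera. The most abundant of the listed genes named here, Rgs9, stood at 57.8 ± 39.3 CPM (SD, n = 3) in Sham and 4.56 ± 0.72 in rt-PA+Acu, a log2 fold change of -3.66 with an adjusted p of 0.0229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Drd2 changed by -3.52 (standard error 0.79, adjusted p = 0.0442), and its call changed in 6 of 13 alternative fits. Six3 was at least 16.2-fold lower. Over the alternatives the adjusted p reached 0.0913 for Rgs9, 0.166 for Drd2 and 0.0571 for Six3. A loss of striatal neurons after the stroke stays open. The fall from Sham to Model does not help to decide, since it is measured against the same Sham libraries.

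The comparison of rt-PA+Acu with Model is also not reported in the paper. It had 1866 DEGs among 12855 genes tested, 1015 higher and 851 lower in rt-PA+Acu, with a smallest adjusted p of 4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The libraries of these groups lay apart at 50.1% of the genes, against 10% by chance, and of 10 splits 1 gave as many DEGs while the others gave 0. Leaving out 1 library gave 1391 to 2305 DEGs, with 1984 without Model replicate 3, and the term for the split gave 2234. The rt-PA+Acu libraries lie closer to Sham than to rt-PA, and the tables argue against library depth as the cause, since 5 of the 6 Sham and rt-PA+Acu libraries had totals within the range of the Model and rt-PA libraries. A smaller share of injured tissue in the dissected piece, as one common factor, would leave the same share of the Model change in genes that rose and genes that fell. The median shares left at 878 risen and 1183 fallen genes were 0.034 and 0.237 in rt-PA+Acu replicate 1, 0.043 and 0.358 in replicate 2, and 0.241 and 0.627 in replicate 3. The mean gap of -0.301 (SD 0.092, n = 3), or -0.285 with library size alone, argues against one common factor. A smaller injury whose cell types are left unequally stays open, and so does an effect of acupuncture, which is the biological explanation that the design gives. No measure of injured area in the sequenced pieces was used, so these were not tested against each other.

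The list of endothelial genes was lower in rt-PA+Acu than in Sham, a signal in a comparison the paper does not report. Its median log2 fold change was -0.779, 0 of 5 tested genes were higher, and the adjusted p was 0.0281 from fry over 15 lists. The median lay between -0.82 and -0.66 in the 6 fits that each left out 1 library, with adjusted p values from 0.025 (without Sham replicate 2) to 0.126 (without rt-PA+Acu replicate 1), and over 0.05 in 4 of these fits. Camera gave an adjusted p of 5.55e-05. The list was also lower in rt-PA+Acu than in Model, with a median of -1.13 and an adjusted p of 0.0339 from fry, so rt-PA+Acu lay outside the range between Sham and Model. All 5 listed genes had at least 1 CPM in Sham. The most abundant one named here, Pecam1, stood at 42.6 ± 3.83 CPM (SD, n = 3) in Sham and 20.1 ± 1.38 in rt-PA+Acu, a log2 fold change of -1.08 (standard error 0.12). Its adjusted p was 0.00403 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.0878 in the fit over all 12 libraries. With a term for the split of the libraries, 0 of the 15 lists passed in rt-PA+Acu vs Sham and this list had an adjusted p of 0.796, so a batch may contribute. Fewer vessel cells in the tissue and lower expression in the same cells both stay open.

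Immediate early genes were lower in rt-PA+Acu than in Sham as well. Their median log2 fold change was -1.82, with 0 of 8 tested genes higher and 5 DEGs, and the adjusted p was 0.0114 from fry. Leaving out 1 library gave medians from -2.14 to -1.75 and adjusted p values from 0.00723 (without Sham replicate 1) to 0.0838 (without rt-PA+Acu replicate 1), and 0.0648 without rt-PA+Acu replicate 3. Of the 10 splits, 1 gave as many lists past the threshold as the 2 found in rt-PA+Acu vs Sham, and the others gave 0. Against Model the median was -2.05 with an adjusted p of 0.0171, and against rt-PA it was -0.89 with an adjusted p of 0.0093, both from fry. The last comparison lies within one side of the split, and in it the list kept its adjusted p under 0.05 in all 6 fits that each left out 1 library, between 0.0136 and 0.0463. Egr2 stood at 18.4 ± 3.70 CPM (SD, n = 3) in Sham and 1.94 ± 0.55 in rt-PA+Acu, a log2 fold change of -3.24 with an adjusted p of 0.00188 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For the difference from Sham, the term for the split gave an adjusted p of 0.474, so a batch could contribute there. These genes also answer to handling and to the time of tissue collection, which the paper's text does not name for the sequenced rats and which were not tested.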

How the results depend on the processing

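The term for the split of the libraries, Model replicate 3 as the only Model library and DESeq2 with an unadjusted p were chosen only after the result was seen. The cause of each change below was not tested, except where fewer libraries or another threshold gives it by construction. The numbers of DEGs in Model vs Sham, rt-PA+Acu vs rt-PA and rt-PA+Acu vs Model stayed within 1.5 times under every alternative run except the absence of a fold change threshold, which gave 6951, 4522 and 4411. Leaving out 1 library gave 2511 to 3133 DEGs in Model vs Sham, 1445 (without rt-PA+Acu replicate 2) to 2510 (without rt-PA+Acu replicate 3) in rt-PA+Acu vs rt-PA, and 1391 to 2305 in rt-PA+Acu vs Model. With the term for the split they numbered 1894, 2189 and 2234.

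The 0 DEGs of rt-PA vs Model became 72 with DESeq2, 52 higher and 20 lower, 2 in the fit over all 12 libraries, 241 at an unadjusted p, 274 with DESeq2 at an unadjusted p and 17 with the term for the split. Leaving out 1 library gave 0 to 3, with 3 without Model replicate 3, 2 without rt-PA replicate 3 and 1 without rt-PA replicate 1. The other alternatives gave 0. For rt-PA+Acu vs Sham, the 263 DEGs became 426 with DESeq2, 583 at an unadjusted p, 651 without a fold change threshold and 4 with the term for the split, and 82 to 359 when 1 library was left out.

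The genes that were DEGs in all 3 comparisons numbered 0, and 26 with DESeq2, 1 in the fit over all 12 libraries, 57 at an unadjusted p, 47 with an unadjusted p in rt-PA vs Model only, and 63 with DESeq2 and an unadjusted p in rt-PA vs Model only. Leaving out 1 library gave 0 to 3, with 3 without Model replicate 3 and 1 without rt-PA replicate 3. Of the 63 genes of Fig. 4E, these settings called 26, 1, 48, 42 and 63, and 0 to 1 when 1 library was left out.

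The correlation of fold changes was -0.899 over the Model vs Sham DEGs and between -0.856 and -0.793 when 1 library was left out. The share of PC1 was 65.5% with all genes, 85.1% with the variance stabilizing transformation, 73.2% with a prior count of 0.5, and 78.6% to 82.6% when 1 library was left out. The median Spearman correlation of rt-PA+Acu with Sham was 0.981 with all genes, 0.930 with the variance stabilizing transformation, and 0.776 to 0.857 when 1 library was left out. On the line from Sham to Model, rt-PA+Acu minus rt-PA lay between -0.755 and -0.640 in the other settings and between -0.796 and -0.649 with 1 library left out, and its exact permutation p of 0.1 is the smallest possible, so it says nothing about stability.

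For the tight junction genes in Model vs Sham, the median log2 fold change of -0.42 became -0.558 without the filter (fry p of 0.00511) and -0.417 with the replicate number as a block (0.0303). It lay between -0.551 and -0.364 when 1 library was left out, with fry p values from 0.00226 to 0.118, under 0.05 in 5 of 6 fits. In rt-PA vs Model the median of 0.12 became 0.218 with the block (0.0331) and lay between 0.028 and 0.147 when 1 library was left out, with the smallest p, 0.00867, without rt-PA replicate 1. In rt-PA+Acu vs rt-PA the median of 0.269 was no longer past the threshold with camera (0.324), with members of at least 1 CPM only (0.0922) or with the block (0.237, p of 0.115), and lay between 0.211 and 0.564 when 1 library was left out. The numbers of the replicates do not pair the libraries. Of 18 same-numbered pairs, the correlation of their deviations from the group mean was over 0.1 in 3 and under -0.1 in 3, with a median of -0.0665, so the block has no basis in the values. Adding Cldn5 and Ocln to the set gave no value, since they were not analysed here.

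Of 15 marker lists, 5 passed in Model vs Sham (5 with camera, 4 with RLE), 0 in rt-PA vs Model (4 with camera), 10 in rt-PA+Acu vs rt-PA (8 with camera) and 2 in rt-PA+Acu vs Sham (5 with camera, 0 with the term for the split). At an unadjusted fry p under 0.05, rt-PA vs Model had 3 lists. When 1 library was left out, 3 to 5, 0 to 1, 3 (without rt-PA+Acu replicate 2) to 9, and 0 (without rt-PA+Acu replicate 1 or 3) to 3 lists passed.

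For 84 comparisons of named genes, 1065 alternative values were computed, of which 981 had the same direction and side of the threshold, 45 were weaker, 26 stronger and 13 reversed. RLE, no filter, and at least 10 counts in every library changed none of those they gave a value for. DESeq2 made 13 stronger, and leaving out 1 library made 40 weaker and 8 stronger. The reversed values are all of small changes. Cldn4 in rt-PA vs Model, at -0.16, was 0.044 without Model replicate 1 and 0.128 without rt-PA replicate 2, in a range from -0.594 to 0.128 with 1 library left out. Cldn10 in the same comparison, at -0.11, was 0.248 with the block, 1.058 without Model replicate 3 and 0.008 without rt-PA replicate 1, in a range from -0.525 to 1.058. In rt-PA+Acu vs rt-PA, Becn1 at 0.09 was -0.008 with library size alone, and leaving out 1 library moved Becn1 between -0.033 (without rt-PA+Acu replicate 2) and 0.164, Tjp1 between -0.087 and 0.055 (0.043 without rt-PA replicate 1 and 0.055 without rt-PA+Acu replicate 2), Map1lc3b between -0.174 and 0.032 (without rt-PA replicate 2) and Sqstm1 between -0.089 and 0.009 (without rt-PA replicate 1 or 3, and 0.005 without rt-PA+Acu replicate 3). Depth limits the genes of Fig. 7A, of which 5 of 12 did not pass the filter in Model vs Sham and Cldn7 and Cldn8 had at most 3 counts in each library.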

Differences from the paper's values

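For rt-PA vs Model, the paper reports 274 DEGs, and the number found here was 0. Of the alternatives set before the data were examined, an unadjusted p in place of the adjusted p gave 241, within 1.5 times the paper's number. The others, with 72 under DESeq2, 2 in the fit over all 12 libraries and 0 to 3 elsewhere, did not come that close. DESeq2 with an unadjusted p, a setting chosen after seeing the values, gave 274. In the paper's Table S1, 72 genes of this comparison pass the fold change threshold with an adjusted p under 0.05 and 274 with an unadjusted p under 0.05. With DESeq2 and adjusted p, Model vs Sham had 2898 DEGs and rt-PA+Acu vs rt-PA had 2206, the numbers that the paper reports for them.

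In the volcano plot of rt-PA vs Model, the paper shows about 220 genes higher in Fig. S3A, read by eye, and about 59 genes lower in Fig. S3A, read by eye, against 0 and 0 here. The unadjusted p gave 187 and 54, within 1.5 times those numbers, and no other alternative set before the data were examined did, DESeq2 giving 52 and 20. DESeq2 with an unadjusted p, chosen after seeing the values, gave 215 and 59.

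The paper reports 63 DEGs shared by the 3 comparisons, and the number found here was 0. An unadjusted p in all 3 comparisons gave 57 and an unadjusted p in rt-PA vs Model only gave 47, both within 1.5 times the paper's number, while DESeq2 gave 26, the fit over all 12 libraries 1 and the others 0 to 3. DESeq2 with an unadjusted p in rt-PA vs Model only, chosen after seeing the values, gave 63, and all of these are the genes of Fig. 4E.

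The share of variance on PC1 was 80.2% here, against about 43% in Fig. 4B, read by eye, and that on PC2 was 4.7%, against about 11% in Fig. 4B, read by eye. None of the alternatives set before the data were examined came within 1.5 times the paper's share of PC1. They gave 65.5% with all genes, 73.2% with a prior count of 0.5, 77.9% with scaled genes, 85.1% with the variance stabilizing transformation, and 78.6% to 82.6% when 1 library was left out.

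The heat map of Fig. 7A shows tight junction genes lower in Model and rt-PA and higher in Sham and rt-PA+Acu. Cldn4 ran the other way here, with 0 counts in Sham and at least 13.6-fold more in Model. Tjp1 did not fall in Model, with a log2 fold change of 0.06 in Model vs Sham. Cldn7 and Cldn8 had at most 3 counts in each library, so no direction can be given for them. For 50 log2 fold changes of named genes that the paper's Table S1 also gives, 0 differed from the values found here by more than the larger standard error or in sign, and the largest difference was 0.573.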

Other observations

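Of the tests in this part, the one on rt-PA replicate 1 and the separate reading of the choroid plexus and ependymal lists were chosen only after the result was seen. The marker lists share 0 genes with each other, and 4 of their genes are among the 63 of Fig. 4E, Kl of the choroid plexus list, Hydin of the ependymal list, Cxcr2 of the neutrophil list and Ccr2 of the monocyte list. In Model vs Sham, 3 lists passed with both fry and camera. Homeostatic microglia had a median log2 fold change of -1.63 with 7 of 8 genes lower, neurons one of -0.83 with 7 of 10 lower and astrocytes one of -1.35 with 7 of 7 lower, with adjusted p values from fry of 0.00151, 0.000942 and 0.00151. The Y chromosome list (median 0.26, 2 of 2 higher, adjusted p of 0.0252) and the apoptosis and autophagy list (0.22, 4 of 5 higher, 0.0471) passed with fry only, and with adjusted p values up to 0.0772 (without Sham replicate 3) and 0.1 (without Sham replicate 2) when 1 library was left out. Oligodendrocytes (-1.66, 8 of 8 lower) and striatal neurons (-2.13, 8 of 8 lower) passed with camera only. The Y chromosome list had a median log2 CPM between 5.28 and 5.74 in the 12 libraries, so it marks none of them as coming from a rat of another sex than the rest.

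From rt-PA to rt-PA+Acu, 10 lists passed with fry. Ependymal motile cilia had a median of 0.85 (7 of 7 higher, adjusted p of 0.0049), homeostatic microglia one of 0.80 (7 of 8, 0.0121), neurons 0.89 (8 of 10, 0.0363) and astrocytes 1.16 (7 of 7, 0.0168). Lower were neutrophils, with a fitted median of -4.77 and one of -3.45 with genes at the floor set to their bound (6 of 6, 0.0363), monocytes and macrophages at -2.65 (6 of 6, 0.0121), choroid plexus epithelium at -1.68 (4 of 5, 0.0363), and the apoptosis and autophagy list at -0.07 (4 of 5, 0.017), besides endothelial cells and immediate early genes. Camera did not call the choroid plexus and the apoptosis and autophagy lists. Of the 10 lists, the ependymal, endothelial and immediate early lists kept an adjusted p under 0.05 in each of the 6 fits that left out 1 library. The other medians were -0.53 for meninges and fibroblasts (0.04 without rt-PA replicate 1), -0.37 for the 1 red blood cell gene tested (0.16 without rt-PA+Acu replicate 3), 0.93 for oligodendrocytes (0.05 without rt-PA+Acu replicate 1), -0.21 for striatal neurons (0.22 without rt-PA replicate 2) and -0.16 for the Y chromosome (0.32 without rt-PA replicate 1), with adjusted p values from 0.581 to 0.85. Counts over splits of the libraries gave as many lists in 1 of 10 splits for Model vs Sham, 10 of 10 for rt-PA vs Model, where 0 lists passed, and 1 of 10 for rt-PA+Acu vs rt-PA.

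Genes of blood-borne and fibroblast cells were higher in rt-PA than in Model, with medians of 1.64 for neutrophils (6 of 6 higher), 1.91 for monocytes and macrophages (6 of 6) and 2.07 for meninges and fibroblasts (8 of 8). Their adjusted p values from fry were 0.315, 0.176 and 0.228, and camera gave 1.73e-05, 9.02e-15 and 2.17e-10. Whether rt-PA replicate 1 alone gives this was tested by leaving it out, and the medians were then 0.84, 1.50 and 1.56, with all genes still higher, which argues against that library as the only source. More of these cells in the tissue and higher expression in the same cells both stay open. Immediate early genes, the other list that camera called in rt-PA vs Model, were lower in rt-PA, with a median of -1.03 (8 of 8 lower). Their adjusted p was 0.179 from fry and 1.43e-12 from camera. Choroid plexus tissue as the source of higher tight junction genes in rt-PA+Acu than in rt-PA is argued against by its list, whose median was -1.681, the opposite direction, and by Ttr, which had at most 0.112 ± 0.13 CPM (SD, n = 3) in any group. Ependymal tissue stays open, since the median of its list was 0.846 with 7 of 7 genes higher. Its most abundant gene, Dnah9, stood at 14.0 ± 1.02 CPM in rt-PA+Acu, 7.23 ± 1.43 in rt-PA and 18.6 ± 7.17 in Sham.

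The comparisons share libraries, so genes can be called in all 3 without a change between Model and rt-PA. Counts were simulated with rt-PA and Model drawn from one mean and each gene drawn on its own. There DESeq2 with an unadjusted p in rt-PA vs Model gave a median of 26.5 genes in all 3 comparisons and at most 31, against 63 in the data. With DESeq2 and adjusted p the simulations gave 0 to 9 against 26, and with edgeR and an unadjusted p in rt-PA vs Model they gave 15 to 35 against 47. In rt-PA vs Model alone, DESeq2 with an unadjusted p gave 88 to 121 genes in simulations and 274 in the data. Splits that mix the real rt-PA and Model libraries gave 43 to 244 genes with that setting. The simulations therefore lack part of the spread between real libraries. They cannot decide whether shared libraries and such spread account for the 63 genes.

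Every comparison was refitted on all 10 splits of its 6 libraries, which allow no share under 0.1, so these counts decide nothing by themselves. As many DEGs came from 1 split in Model vs Sham and 1 in rt-PA+Acu vs rt-PA, with 0 in the others. In these comparisons the smallest adjusted p values, 3.29e-06 and 0.000303 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the 63.5% and 51.1% of genes whose groups lay apart, against 10% by chance, argue against chance. In rt-PA vs Model chance stays open. There 10 of 10 splits had at least the 0 DEGs found and the largest had 3. At an unadjusted p, 241 genes passed in the real split and 26 to 193 in the others, and with DESeq2 and an unadjusted p, 1 split gave as many as 274 and the largest other gave 244. For the tight junction genes, 1, 2 and 1 splits gave a fry p as small in Model vs Sham, rt-PA vs Model and rt-PA+Acu vs rt-PA.

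Proteins of apoptosis and autophagy were measured in the paper, and the counts give the mRNA of some of their genes. Bax changed by a log2 of 0.48 in Model vs Sham and -0.36 in rt-PA+Acu vs rt-PA, with adjusted p values of 0.0532 and 0.218 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the same comparisons Becn1 changed by -0.20 and 0.09 (0.0894 and 0.587), Map1lc3b by 0.14 and -0.07 (0.20 and 0.72), and Sqstm1 by 0.22 and -0.02 (0.0536 and 0.887).

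Single libraries differed within groups. In a fit with a term of its own, rt-PA+Acu replicate 3 had 95 DEGs and Model replicate 3 had 62, against 0 or 1 for each other Model, rt-PA and rt-PA+Acu library. At 67 genes rt-PA+Acu replicate 1 lay with Sham while the other 8 injured libraries lay outside its range, and the same count was 29 for rt-PA+Acu replicate 2 and 7 for replicate 3. No explanation was tested for the rt-PA+Acu libraries.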
